# Chromatin-remodelling factor Brg1 regulates myocardial proliferation and regeneration in zebrafish

**DOI:** 10.1038/ncomms13787

**Published:** 2016-12-08

**Authors:** Chenglu Xiao, Lu Gao, Yu Hou, Congfei Xu, Nannan Chang, Fang Wang, Keping Hu, Aibin He, Ying Luo, Jun Wang, Jinrong Peng, Fuchou Tang, Xiaojun Zhu, Jing-Wei Xiong

## Abstract

The zebrafish possesses a remarkable capacity of adult heart regeneration, but the underlying mechanisms are not well understood. Here we report that chromatin remodelling factor Brg1 is essential for adult heart regeneration. Brg1 mRNA and protein are induced during heart regeneration. Transgenic over-expression of dominant-negative *Xenopus Brg1* inhibits the formation of BrdU^+^/Mef2C^+^ and Tg(*gata4*:EGFP) cardiomyocytes, leading to severe cardiac fibrosis and compromised myocardial regeneration. RNA-seq and RNAscope analyses reveal that inhibition of Brg1 increases the expression of cyclin-dependent kinase inhibitors such as *cdkn1a* and *cdkn1c* in the myocardium after ventricular resection; and accordingly, myocardial-specific expression of *dn-xBrg1* blunts myocardial proliferation and regeneration. Mechanistically, injury-induced Brg1, via its interaction with Dnmt3ab, suppresses the expression of *cdkn1c* by increasing the methylation level of CpG sites at the *cdkn1c* promoter. Taken together, our results suggest that Brg1 promotes heart regeneration by repressing cyclin-dependent kinase inhibitors partly through Dnmt3ab-dependent DNA methylation.

## Abstract (web summary)

The adult zebrafish heart is capable of regeneration but the molecular mechanisms are poorly understood. Here the authors show that chromatin remodeling factor Brg1 represses cyclin-dependent kinase inhibitors to promote myocardial regeneration.

The high mortality and morbidity following myocardial infarction is a public health problem worldwide. Myocardial infarction results in the loss of billions of cardiomyocytes in heart failure patients while myocardial regeneration is severely limited. Various cell-based and cell-free strategies are being explored for promoting heart regeneration in animal models and human patients^1^,^2^,^3^. However, the efficacy of cardiac cell-based therapy is still uncertain, with frequent occurrence of engraftment-induced arrhythmia, so the clinical implications remain unclear^4^. In contrast, lower vertebrates such as zebrafish can perfectly regenerate the injured heart by cardiomyocyte dedifferentiation and proliferation^5^,^6^,^7^,^8^. Although cardiac regeneration after ventricular resection occurs in mouse neonatal heart at 1 day after birth, this regenerative capacity is lost within 7 days after birth^9^, suggesting that regenerative potential is gradually lost during mouse heart development and maturation. In spite of the very limited regenerative capacity, mammalian cardiomyocytes are able to divide and renew in adulthood^10^,^11^,^12^. Therefore, harnessing the mechanisms underlying zebrafish heart regeneration may provide insights into mammalian heart regeneration and have therapeutic applications.

ATP-dependent chromatin remodelling is involved in controlling chromatin structure that in turn regulates many physiological and pathological processes. Instead of covalently modifying DNA or histones, the SWI/SNF (SWI/sucrose non-fermentable)-like complex, a member of the family of ATP-dependent chromatin-remodelling complexes, uses energy from ATP hydrolysis, and regulates gene transcription by rearranging nucleosome positions and histone–DNA interactions, and thus facilitates the transcriptional activation or repression of targeted genes^13^. The SWI/SNF complex contains >10 components, of which brahma-related gene 1 (BRG1, or SMARCA4) is one of the central ATPase catalytic subunits. This complex plays an important role in the development of the central nervous system, thymocytes, heart and other organs. *Brg1* is essential for zygote genome activation^14^, erythropoiesis^15^, cardiac development^16^,^17^ and neuronal development^18^,^19^. Other members of the mammalian SWI/SNF complex are also required for heart morphogenesis, including *Baf60c* (ref. 20), *Baf180* (ref. 21) and *Baf250a* (ref. 22). In particular, *Brg1* controls cardiovascular development in a time- and tissue-specific manner. *Brg1* deletion in mice results in embryonic lethality before implantation^23^. Endothelial and endocardial depletion of *Brg1* results in embryonic death and failure of myocardial trabeculation around E10.5 in mice^16^. Mice with myocardial depletion of *Brg1* die around E11.5 due to thin compact myocardium and the absence of the interventricular septum^17^. In embryos, *Brg1* promotes cardiomyocyte proliferation by maintaining *Bmp10* and suppressing *p57*^*kip2*^ (*cdkn1c*) expression^17^. Brg1 suppresses *Ask1* and *Cdkn1a* to inhibit apoptosis and promote proliferation of neural crest cells^24^. Besides its effects on cardiomyocyte proliferation, *Brg1* also controls α and β myosin heavy-chain switching in the embryonic and adult hearts under hypertrophic stimulations^17^. The function of *Brg1* in heart development is evolutionarily conserved between zebrafish and mammals. Mutation of *brg1* in zebrafish causes cardiac hypoplasia and severe arrhythmia with abnormal expression patterns of several heart-specific genes^25^. Besides its functions in organ development, *Brg1* is also required for hair regeneration and epidermal repair. *Brg1* knockdown impairs bulge cell proliferation partly through elevating the cyclin-dependent kinase inhibitor p27^Kip1^ (*cdkn1b*)^26^.

Although several subunits of the SWI/SNF complex are essential for cardiac development, little is known about how this complex orchestrates zebrafish heart regeneration at the chromatin level. To address this important question, we set out to determine whether and how the disruption of Brg1 affects zebrafish heart regeneration. Here we find that *brg1* mRNA and protein are induced during the course of cardiac regeneration, and inhibition of Brg1 leads to severe cardiac fibrosis and compromised myocardial regeneration. Myocardial-specific expression of *dn-xBrg1* blunts myocardial proliferation and regeneration by increasing cell-cycle-dependent inhibitors in the myocardium. Furthermore, injury-induced Brg1 interacts with Dnmt3ab to suppress the expression of *cdkn1c* by increasing the methylation level of CpG sites at the *cdkn1c* promoter. This study has gained molecular insights of Brg1 into zebrafish heart regeneration and has shed light on potential intervention of this complex for promoting heart repair and regeneration in humans.

## Results

### *Brg1* is upregulated after ventricular apex amputation

In spite of great efforts in many laboratories, it remains challenging to induce mammalian cardiomyocytes to re-enter mitosis by either activating a single cyclin-dependent kinase or inactivating a single cyclin-dependent kinase inhibitor^27^,^28^,^29^. We hypothesized that a global epigenetic change might occur during zebrafish heart regeneration and so manipulating epigenetic programmes might be an efficient means of inducing mammalian cardiomyocytes to re-enter mitosis. To evaluate the functions of the SWI/SNF complex during zebrafish cardiac regeneration, we performed *in situ* hybridization screens to identify expression patterns of the complex components after ventricular apex amputation. Interestingly, several members of this complex (*brg1*, *baf60c and baf180*) were induced during regeneration (Fig. 1 and Supplementary Fig. 1). *brg1* transcripts were upregulated as early as 2 days post amputation (d.p.a.), peaked and concentrated proximal to the injury site at 3, 7 and 14 d.p.a., and became undetectable at 30 d.p.a., when regeneration was nearly complete (Fig. 1). These data support our hypothesis that the chromatin-remodelling BAF complex is associated with zebrafish heart regeneration.

Next, we investigated where Brg1 proteins were expressed in the cardiac cells of injured hearts using immunofluorescence staining. Consistent with its mRNA expression pattern, Brg1 was almost undetectable in the mock-operated hearts but highly induced around the injured area at 3, 7 and 14 d.p.a.; it then declined from 21 to 30 d.p.a. (Fig. 2a–f). Co-staining with 4,6-diamidino-2-phenylindole showed that Brg1 was located in the nuclei (Fig. 2g), in accord with the fact that Brg1 is a nuclear ATPase of the SWI/SNF complex^30^. In addition, the specificity of this anti-human BRG1 antibody was confirmed by its recognition of zebrafish/frog Brg1 proteins in *brg1* morphants and *dn-xBrg1*-over-expressing embryos, as well as pull down of endogenous zebrafish Brg1 protein by immunoprecipitation (Supplementary Figs 2a and 3b). To identify Brg1-expressing cells, we carried out co-immunostaining for Brg1 and myocardium-specific myosin heavy chain (MF20), endocardial/endothelial reporter Tg(*flk1*:nucEGFP), macrophage/neutrophil reporter Tg(*coronin1a*:EGFP), epicardial reporter Tg(*tcf21*:DsRed) or myocardial reporter Tg(*gata4*:EGFP). Brg1 was detected within MF20-positive myocardial cells at 7 d.p.a. (Fig. 2h). Furthermore, Brg1 was co-localized in the injury site with Tg(*flk1*:nucEGFP)-positive endocardium (Supplementary Fig. 2b), Tg(*coronin1a*:EGFP)-positive macrophages/neutrophils (Supplementary Fig. 2c), Tg(*tcf21*:DsRed)-positive epicardium (Supplementary Fig. 2d) and Tg(*gata4*:EGFP)-positive myocardium (Supplementary Fig. 2e). Additional analyses showed that about 20–30% of Brg1^+^ cells were co-localized with MF20-positive myocardium (Supplementary Fig. 2g,h) or with flk1:nucEGFP-positive endocardium (Supplementary Fig. 2i,j) from 3 to 14 d.p.a.; about 20–30% of Brg1^+^ cells were co-localized with tcf21:DsRed-positive epicardium from 7 to 21 d.p.a. (Supplementary Fig. 2k,l); and about 7% of Brg1^+^ cells were co-localized with coronin1a:EGFP-positive leukocytes (Supplementary Fig. 2m,n) from 7 to 14 d.p.a. Together, our data suggested that Brg1 is induced in multiple types of cells in the heart after ventricular apex amputation.

### Inhibition of Brg1 blocks heart regeneration in zebrafish

Elevated expression of *brg1* mRNA and protein following ventricular apex amputation suggested that *brg1* might participate in regeneration. To determine the function of Brg1, we applied a dominant-negative *Xenopus Brg1* (*dn-xBrg1*) that carries a K770T771-to-A770A771 mutation in the ATP-binding pocket^19^. This mutant Brg1 protein can bind to the other components of the SWI/SNF complex but its ATPase domain is disrupted and thus plays a dominant-negative role. Brg1 is highly conserved with 84% identity in amino acids between zebrafish and frog, and the ATP-binding pocket, which is mutated in the Xenopus dominant-negative Brg1, is identical between the two proteins. We generated a Tg(*hsp70*:dn-xbrg1) transgenic strain in which the *dn-xBrg1* was driven by the zebrafish heat shock promoter^31^. As expected, over-expression of Xenopus *dn-xBrg1* inhibited Brg1 function and caused mutant heart to display stenosis shown by myocardial markers (*cmlc2*, *vmhc*, *amhc* and *nppa*) and had slight expanded expression domains of *bmp4* and *tbx2b* while decreased expression of *notch1b* in the atrioventricular canal as those in chemical-induced zebrafish *brg1* mutant embryos at 48 or 60 h.p.f. (ref. 25; Supplementary Fig. 3). We then performed ventricular amputation in Tg(*hsp70*:dn-xBrg1) zebrafish and their wild-type siblings followed by heating at 37 °C for 30 min daily from 5 to 30 d.p.a. Acid fuchsin orange G (AFOG) stain for extracellular matrix showed increased fibrosis and lack of sealing of the wound in *dn-xBrg1* transgenic hearts (Fig. 3b and Supplementary Fig. 4c) compared with wild-type siblings (Fig. 3a and Supplementary Fig. 4a) at 30 d.p.a. Myocardial regeneration, visualized by MF20 immunostaining, was defective in *dn-xBrg1* transgenic hearts (Fig. 3d and Supplementary Fig. 4d,e) compared with the fully regenerated myocardium in wild-type siblings (Fig. 3c and Supplementary Fig. 4b,e) at 30 d.p.a. After heat shock from 5 to 30 d.p.a., we stopped heat shock treatment and examined the hearts at 60 d.p.a. by AFOG and MF20 staining. Heat shock caused comparable lethality between *dn-xBrg1* transgenic zebrafish and their wild-type siblings (Supplementary Fig. 4f). We still found cardiac fibrosis and compromised myocardial regeneration in *dn-xBrg1* transgenic hearts (Supplementary Fig. 5c,d) compared with wild-type sibling hearts (Supplementary Fig. 5a,b), suggesting that inhibiting Brg1 caused permanent defects in heart regeneration. On the other hand, conditional over-expression of wild-type *brg1* had no effects on myocardial proliferation (Supplementary Fig. 6), suggesting that other members of SWI/SNF complex are also required for this process. Taken together, these data demonstrated that inhibition of Brg1 caused a regenerative defect in the zebrafish heart and so Brg1 is required for cardiac regeneration.

Previous studies suggest that regenerated cardiomyocytes originate from the de-differentiation and proliferation of cardiomyocytes near injury site^7^,^32^. Thus, we evaluated whether inhibition of Brg1 had any effect on the de-differentiation of cardiomyocytes after injury. We found comparable de-differentiation of cardiomyocytes in the injury site, as measured disassembly of cardiac sarcomeres by transmission electron microscopy (Supplementary Fig. 7a–d), or disrupted Z-disks labelled by cypher-EGFP fusion protein^33^ (Supplementary Fig. 7e–l) in both wild-type sibling and Tg(*hsp70*:dn-xbrg1) transgenic hearts at 14 d.p.a. We next compared the index of cardiomyocyte proliferation in Tg(*hsp70*:dn-xBrg1) and wild-type sibling hearts at 14 d.p.a. after heat shock by quantifying the percentage of BrdU and myocardial marker Mef2C double-positive nuclei near the injury area. Compared with ∼14% BrdU^+^/Mef2C^+^ cardiomyocytes in wild-type sibling hearts at 14 d.p.a. (Fig. 3e,g), we found only 2.4% proliferating cardiomyocytes in Tg(*hsp70*:dn-xBrg1) hearts (Fig. 3f,g), which was further confirmed by measuring PCNA^+^/Mef2C^+^ proliferating cardiomyocytes (Supplementary Fig. 8d–f). In addition, both Tg(*hsp70*:dn-xBrg1) transgenic and wild-type sibling hearts, without heat shock treatments, had similar BrdU^+^/Mef2C^+^ proliferating cardiomyocytes (Supplementary Fig. 8a–c), suggesting the minimal effects of heat shock on the index of proliferating cardiomyocytes. As previously reported^7^,^34^, Gata4-positive cardiomyocytes appeared near the injured area in wild-type Tg(*gata4*:EGFP) hearts at 14 d.p.a. (Fig. 3h). However, there were markedly fewer Gata4:EGFP-positive cardiomyocytes in Tg(*hsp70*:dn-xBrg1; *gata4*:EGFP) hearts at 14 d.p.a. (Fig. 3i,j). These data suggested that Brg1 is essential for cardiomyocyte proliferation and regeneration after ventricular apex amputation in zebrafish.

The endocardium and epicardium are also known to be activated after ventricular amputation^35^. Immunostaining revealed that epicardial and endocardial marker Raldh2 (Supplementary Fig. 9a–c) and epicardial reporter Tg(*tcf21*:DsRed) (Supplementary Fig. 9d–f) were similarly expressed in wild-type sibling and Tg(*hsp70*:dn-xBrg1) hearts, suggesting that the organ-wide activation of endocardium and epicardium was not affected after inhibition of Brg1. In addition, coronary vessel regeneration accompanied myocardial regeneration after ventricular resection^36^. By labelling coronary vessels and endocardium with the Tg(*flk1*:EGFP) transgene, we found fewer flk1^+^ endothelium and endocardium in the injured area of Tg(*hsp70*:dn-xBrg1) hearts than in wild-type sibling hearts (Supplementary Fig. 9g–i), suggesting that Brg1 is also critical for the formation of newly regenerated coronary vessels since the Raldh2^+^ endocardium is less affected during heart regeneration.

### Brg1 represses cyclin-dependent kinase inhibitor genes

To decipher the molecular mechanisms underlying the regulation of myocardial proliferation by Brg1, we performed RNA-seq to compare the transcriptomes in Tg(*hsp70*:dn-xBrg1) and wild-type sibling hearts after heat shock daily from 5 to 14 d.p.a. 

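RNA-seq was carried out on 4 samples, 2 from Tg(hsp70:dn-xBrg1) hearts and 2 from wild-type sibling hearts, all collected at 14 days post amputation (d.p.a.) of the ventricular apex. The transgene places a dominant-negative form of the Xenopus Brg1 protein under the heat-shock promoter hsp70, so that it is switched on by heat shock, which was given at 37 °C for 30 min daily from 5 to 14 d.p.a. The authors removed low-quality reads and adapters, mapped the reads to the zebrafish transcriptome (danRer7, Zv9) with Tophat and calculated the expression of each gene in each sample with Cufflinks as FPKM, fragments per kilobase of exon and per 1e6 fragments mapped. The deposited values are these FPKM values, with the lower and upper bound of the Cufflinks 95% confidence interval, for 15182 gene rows per sample. The replicates were not pooled. The authors called differentially expressed genes with Cuffdiff, which needs the aligned reads and was not rerun.

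The 14560 gene symbols found in all 4 samples were used, and the FPKM values of the 505 symbols with more than 1 locus were summed. Groups were compared with limma on log2(FPKM + 1), a scale that understates the fold change of genes with low FPKM, over the 9456 genes with an FPKM of at least 1 in at least 2 of the 4 samples. The samples were not normalized further. The median ratio of each sample's FPKM values to the geometric mean of the 4 samples was 0.863 in sibling sample 1 and between 1.047 and 1.051 in the other samples, so scaling by this ratio is one of the choices that could change the numbers. Between replicates, the log2 values correlated across genes with Pearson's r of 0.957 in the siblings and 0.946 in the transgenic hearts, and between samples of different genotype r ranged from 0.916 to 0.944. These correlations are across genes, which are not independent replicates. The labels number the samples 1 and 2 in both groups. Gene names in the files were identical within each number and differed at 71 rows between the numbers. The differences between replicates 1 and 2 in the siblings and in the transgenic hearts correlated across genes with r of 0.082, so the samples sharing a number hardly deviated together. With 2 samples against 2, an exact permutation test of a single gene cannot give a p below 0.33, and none was used.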

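The files give no read totals, but the number of fragments behind each FPKM value can be read from its confidence interval. In genes with few fragments, the upper bound equalled the FPKM multiplied by 1 + 2/√n, where n was within 0.02 of a whole number in 71.7% to 75.2% of the rows with at most 30 fragments. Summed over all gene rows, n came to 4973420 fragments in sibling sample 1, 3302045 in sibling sample 2, 3680048 in transgenic sample 1 and 2081307 in transgenic sample 2. The paper's reported depth is about 4000000 paired-end reads per sample, before mapping, and the FPKM values rest on the mapped fragments. The estimate for sibling sample 1 lies above that depth, which a loss of reads in mapping cannot explain. The estimates for the other samples lie below it. The files do not show the reason for the difference. The median row with an FPKM above 0 held 49.3, 44.3, 52.8 and 30.0 fragments in the same order, so the values of transgenic sample 2 carry the largest sampling error. The 10 genes with the highest FPKM held 24.4% and 24.0% of all FPKM in the sibling samples, and 16.4% and 18.6% in the transgenic samples.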

We obtained ∼4 million 100 bp pair-end reads for each sample. Further bioinformatics analyses revealed that 1,204 genes were upregulated while 1,092 genes were downregulated after the inhibition of Brg1 (Supplementary Data Sets 1 and 2). 

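By the 2-fold rule of the paper's methods, applied to the mean FPKM of each group, 1182 of 9456 genes were higher and 230 were lower in Tg(hsp70:dn-xBrg1) hearts than in wild-type sibling hearts. In 1038 of the genes that were higher and 189 of those that were lower, both transgenic samples lay beyond both sibling samples. When the spread between replicates was taken into account with limma, 15 genes were higher and 1 was lower at a Benjamini-Hochberg adjusted p below 0.05. With the replicate number as a block, the pairing being taken from the labels, limma called 64 genes higher and 1 lower, although the differences between replicates 1 and 2 of the 2 groups correlated with r of only 0.082 across genes. These counts depend on the filter on low values, without which 2414 genes were higher and 919 lower by more than 2-fold. The counts beyond 2-fold also depend on scaling. They were 967 higher and 371 lower with median-ratio scaling, and 794 higher and 487 lower with quantile normalization.

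The paper's gene lists hold 1204 names in Supplementary Data 1 and 1092 names in Supplementary Data 2. The lists come from the same samples, so a shared direction within a list is no independent check. Of these, 1184 and 1086 passed the filter. All 1184 genes of Supplementary Data 1 had a higher mean FPKM in transgenic hearts, 861 of them by more than 2-fold. All 1086 genes of Supplementary Data 2 had a lower mean, 160 of them by more than 2-fold. When each transgenic sample was set against the sibling sample of the same number, 99.8% of the Supplementary Data 1 genes were higher in pair 1 and 85.3% in pair 2, and 99.1% and 84.6% of the Supplementary Data 2 genes were lower in pairs 1 and 2.

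**Figure D1:**
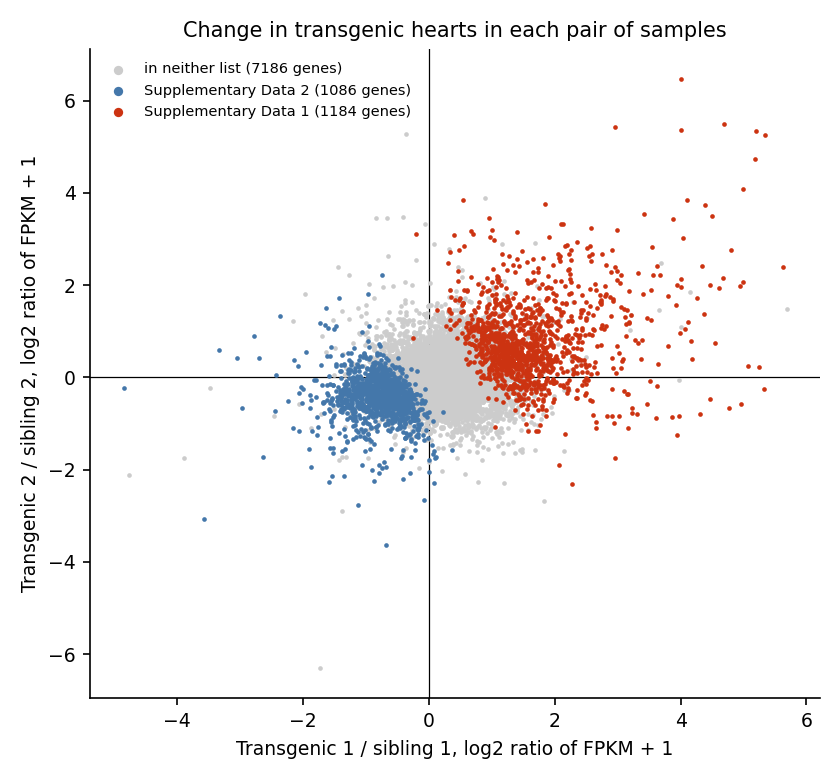
Log2 ratio of FPKM + 1 between transgenic sample 1 and sibling sample 1 (horizontal axis) and between transgenic sample 2 and sibling sample 2 (vertical axis), with 1 point for each of the 9456 genes, red for the 1184 genes of Supplementary Data 1, blue for the 1086 genes of Supplementary Data 2 and grey for the others. The red points lie right of 0 and the blue points left of 0 on the horizontal axis with few exceptions, while on the vertical axis the red and blue points overlap more, with medians of 0.675 and −0.409.

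On the log2(FPKM + 1) scale, the largest increase among genes past limma's threshold with no overlap of replicates was 5.09. It was in si:ch211-199o1.2 on chromosome 8 (25821041 to 25823733, danRer7). By the ratio of mean FPKM, lepb (43.99) and si:dkey-4p15.3 (34.60) rose more than si:ch211-199o1.2 (32.58). The FPKM of si:ch211-199o1.2 was 623.3 ± 175.7 (SD, n = 2) in transgenic hearts and 19.1 ± 12.7 (SD, n = 2) in sibling hearts. Next came lepb on chromosome 4 (18100061 to 18102016), with 104.7 ± 14.8 FPKM against 2.38 ± 0.25 (SD, n = 2 each), a log2 fold change of 4.96 (standard error 0.30, limma adjusted p = 0.00573). The log2 fold changes of si:dkey-4p15.3, hsp90aa1.2 and fosl1a were 4.68, 4.53 and 4.06, with limma adjusted p of 0.0292, 0.0292 and 0.0417. The only gene called lower by limma was rbp2a on chromosome 15 (5697322 to 5708728), at 24.0 ± 6.5 FPKM against 245.2 ± 3.1 (SD, n = 2 each), a log2 fold change of −3.32 (standard error 0.32, limma adjusted p = 0.0262). As it was the only one, the largest decreases were taken from all genes without overlap of replicates. The log2 fold changes of commd10, f13a1a.1, ctrb1 and thap1 were −4.02, −3.44, −2.81 and −2.55, but none passed the threshold (limma adjusted p of 0.331, 0.132, 0.0835 and 0.453). commd10 was summed over 2 loci and thap1 rested on at most 2.2 fragments in any sample, so both values are imprecise. The lower group also held few fragments in other genes. lepb had 5.0 and 4.0 in the siblings, and si:dkey-4p15.3 had 6.0 in sibling sample 2. In the transgenic samples f13a1a.1 had 2.0 and 1.0, and ctrb1 had 0.0 and 2.0. The ratios and SDs of these genes are therefore imprecise as well.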

The genes with a twofold difference were selected for further analysis. *cdkn1a* was one of the upregulated genes in the Tg(*hsp70*:dn-xBrg1) hearts (Fig. 4a). 

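The gene cdkn1a, which encodes the CDK inhibitor of that name, lies on chromosome 22 of danRer7 (Zv9) from 577556 to 582986. Its FPKM was 4.70 in sibling sample 1 (Cufflinks 95% confidence interval 3.51 to 5.88), 3.68 in sibling sample 2 (2.42 to 4.93), 29.63 in transgenic sample 1 (26.32 to 32.95) and 8.78 in transgenic sample 2 (6.36 to 11.20), from about 62.7, 34.2, 319.8 and 52.7 fragments. Neither transgenic interval overlapped a sibling interval, but the transgenic samples differed from each other more than the lower of them differed from the siblings. The group means were 19.2 ± 14.7 FPKM (SD, n = 2) in Tg(hsp70:dn-xBrg1) hearts and 4.19 ± 0.72 FPKM (SD, n = 2) in wild-type sibling hearts, a ratio of 4.59.

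**Figure D2:**
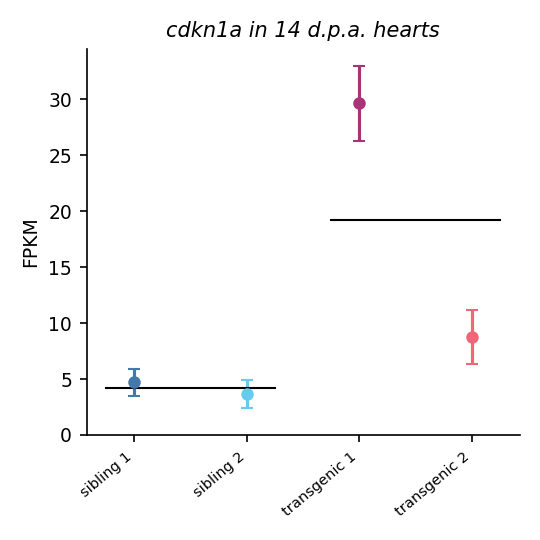
FPKM of cdkn1a (vertical axis, from 0) in the 2 sibling and 2 transgenic samples, with the Cufflinks 95% confidence interval of each sample as the error bar and the group mean as a horizontal line. Transgenic sample 1 stands at 29.63 and transgenic sample 2 at 8.78, above the siblings at 4.70 and 3.68.

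On the log2(FPKM + 1) scale the fold change was 1.75 (standard error 0.53), and against the spread between replicates it did not pass the threshold (limma with Benjamini-Hochberg adjustment over 9456 genes, adjusted p = 0.267). With the replicate number as a block, the fold change was the same and limma's adjusted p was 0.134. The paired log2 ratios were 2.43 in pair 1 and 1.06 in pair 2. Leaving out transgenic sample 1 lowered the log2 fold change to 0.922, and leaving out transgenic sample 2 raised it to 2.569, the widest changes of any setting tried. cdkn1a is among the names of Supplementary Data 1. The paper counts cdkn1a among the upregulated genes, after stating that genes with a 2-fold difference were selected. Its stated ground for turning to the genes of cell-cycle progression is the effect of the inhibition on myocardial proliferation and fibrosis.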

Since Brg1 inhibition had a pronounced effect on myocardial proliferation and fibrosis in Tg(*hsp70*:dn-xBrg1) hearts, we focused on the genes regulating cell-cycle progression and proliferation as well as cardiac fibrosis. Using reverse transcription–PCR (RT–PCR), we found that other CDK inhibitors *cdkn1a*, *cdkn1ba*, *cdkn1bb*, *cdkn1c and cdkn1d* were also increased in the *dn-xBrg1* transgenic heart at 14 d.p.a. (Fig. 4b). A previous study reported that Meis1 is required for the transcriptional activation of CDK inhibitors (*cdkn2a*, *cdkn2b* and *cdkn1a*) in mice^37^. Consistently, *meis1a*, *meis2a* and *meis2b* were induced in the *dn-xBrg1* transgenic heart (Fig. 4b). In addition, several fibrotic genes *col1a1a*, *col1a2*, *tgfb1a*, *tgfb3* and *vimentin* were also upregulated in the *dn-xBrg1* transgenic heart (Fig. 4b). Importantly, *brg1* was induced while *cdkn1c* was reciprocally repressed in the early phases of regeneration (Fig. 4c). 

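In the RNA-seq of the same genotypes at 14 d.p.a., the other CDK inhibitor genes changed less than cdkn1a, whose mean FPKM ratio between transgenic and sibling hearts was 4.59. cdkn1ba (chromosome 4, 17660927 to 17663735 in danRer7) had an FPKM of 10.515 ± 0.704 in Tg(hsp70:dn-xBrg1) hearts and 7.613 ± 1.198 in wild-type sibling hearts (SD, n = 2 each). Both transgenic samples lay above both siblings, but the Cufflinks 95% confidence interval of the lower transgenic sample, 8.17 to 11.87, overlapped that of the higher sibling, 6.62 to 10.30. Its log2 fold change was 0.425 (standard error 0.309, limma adjusted p = 0.653). cdkn1d, on the unplaced scaffold Zv9_NA265, had 36.4 ± 10.9 FPKM in transgenic and 27.4 ± 8.9 in sibling hearts (SD, n = 2 each), and the replicates of the 2 groups overlapped. Its log2 fold change was 0.404 (standard error 0.369, limma adjusted p = 0.728).

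cdkn1c (chromosome 7, 50120654 to 50122143) had an FPKM of 6.85 and 11.43 in the sibling samples and 4.45 and 10.36 in the transgenic samples, from about 46.7, 52.8, 23.7 and 31.0 fragments. The means were 7.40 ± 4.18 FPKM in transgenic and 9.14 ± 3.24 in sibling hearts (SD, n = 2 each), and the log2 fold change was −0.328 (standard error 0.446, limma adjusted p = 0.826). Its value was lower in the transgenic sample of each pair, with log2 ratios of −0.526 and −0.130, differences within the spread between replicates. cdkn1bb, listed at 2 loci on chromosome 25, had an FPKM of 0 in all samples. As no sample had a fragment counted on it, the smallest FPKM that 3 fragments would give is not known. An FPKM of 0 at both loci cannot tell an unexpressed gene from reads that were not assigned to it. The sign of the cdkn1c change depended on the samples. It was 0.202 without transgenic sample 1.

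**Figure D3:**
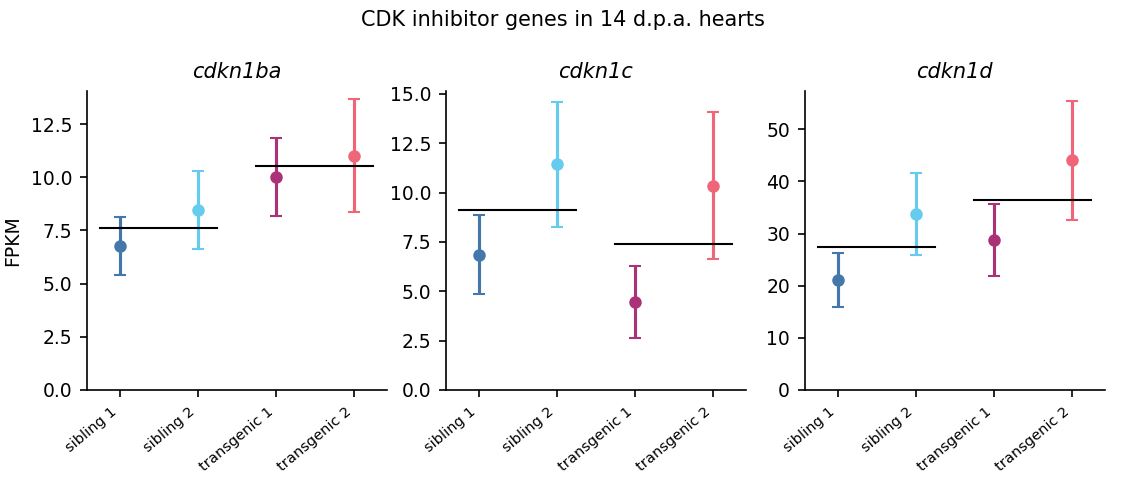
FPKM of cdkn1ba, cdkn1c and cdkn1d (vertical axes, each from 0) in the 2 sibling and 2 transgenic samples, with the Cufflinks 95% confidence interval of each sample as the error bar and the group mean as a horizontal line. For cdkn1c the transgenic values of 4.45 and 10.36 lie within or below the sibling range of 6.85 to 11.43, and for cdkn1ba the transgenic mean lies above, at 10.52 against 7.61.

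With the replicate number as a block, the log2 fold changes were the same by design and limma's adjusted p stayed above 0.05 for each of these genes. The paper takes cdkn1a in the RNA-seq together with the RT–PCR of Fig. 4b and the time course of Fig. 4c. From these data it proposes that Brg1 normally represses CDK inhibitor genes.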

Taken together, our data suggested that Brg1 normally represses the expression of CDK inhibitors for priming heart regeneration in zebrafish.

Since Brg1 is induced in injured cardiomyocyte (Fig. 2h) and is essential for cardiomyocyte proliferation (Fig. 3e–g and Supplementary Fig. 8d–f), we tested whether the Brg1-cdkn axis acted in cardiomyocytes during heart regeneration. RNAscope *in situ* hybridization analysis revealed that both *cdkn1a* (Fig. 5a,b,i,j) and *cdkn1c* (Fig. 5e,f,m,n) were very lowly expressed in wild-type heart with or without injury, but both *cdkn1a* and *cdkn1c* was markedly induced in Tg(*hsp70*:dn-xBrg1) transgenic hearts (Fig. 5d,h,l,p) compared with wild-type sibling hearts (Fig. 5c,g,k,o). Interestingly, co-staining with MF20 showed that both *cdkn1a* and *cdkn1c* were enriched in the myocardium (Fig. 5l,p). Furthermore, by generating Tg(*myl7*:CreER;*ubi*:loxP-DsRed-STOP-loxP-dn-xBrg1) transgenic zebrafish, tamoxifen-induced myocardial-specific inhibition of Brg1 resulted in decreased PCNA^+^/Mef2C^+^ proliferating cardiomyocytes at 7 d.p.a. (Fig. 6a–c), as well as increased cardiac fibrosis (Fig. 6d,e) and compromised myocardial regeneration at 30 d.p.a. (Fig. 6f,g). Consistently, we also found that both *cdkn1a* and *cdkn1c* were upregulated in the MF20^+^ myocardium in Tg(*myl7*:CreER;*ubi*:loxP-DsRed-STOP-loxP-dn-xBrg1) transgenic hearts (Supplementary Fig. 10j,l,n,p) compared with Tg(*ubi*:loxP-DsRed-STOP-loxP-dn-xBrg1) control hearts (Supplementary Fig. 10i,k,m,o) after 4-HT induction by RNAscope. Together, these data support our hypothesis that Brg1 acts to suppress *cdkn1a* and *cdkn1c* in the myocardium to regulate heart regeneration in zebrafish.

We then asked how Brg1 regulates the transcriptional activation of CDK inhibitors such as *cdkn1c* during regeneration. Since DNA methylation is an important mechanism for regulating gene expression, we determined the DNA methylation pattern of the promoters of *cdkn1c*, *meis1a* and *tgfb1a* by performing bisulfate sequencing of 8–10 individual CpG sites. Bisulfate sequencing showed less methylation in these promoters of Tg(*hsp70*:dn-xBrg1) transgenic hearts than that in wild-type sibling hearts (Fig. 7a,b and Supplementary Fig. 11). Furthermore, methylation of the *cdkn1c* promoter increased in injured hearts at 3 and 5 d.p.a. while *brg1* was reciprocally induced compared with mock controls (Fig. 7c,d), confirming a potential endogenous role of Brg1 in repressing the expression of *cdkn1c*. To investigate the mechanism underlying the effects of Brg1 inhibition on *cdkn1c* promoter methylation, we performed chromatin immunoprecipitation (ChIP) and quantitative ChIP assays, and found that Brg1 bound with the *cdkn1c* promoter region, which was demethylated after inhibition of Brg1 during cardiac regeneration (Fig. 7a,e). Consistent with Brg1-cdkn1a/1c function in the myocardium, we found that *cdkn1c* promoter was hypomethylated in Tg(*myl7*:CreER;*ubi*:loxP-DsRed-STOP-loxP-dn-xBrg1) transgenic hearts compared with Tg(*ubi*:loxP-DsRed-STOP-loxP-dn-xBrg1) control hearts after 4-HT induction by bisulfite sequencing (Supplementary Fig. 12a); and that myc-tagged dn-Brg1 directly bound to the *cdkn1c* promoter in Tg(*myl7*:CreER;*ubi*:loxP-DsRed-STOP-loxP-dn-xBrg1) transgenic hearts by ChIP assay (Supplementary Fig. 12d).

Methyltransferases are known to maintain the patterns of methylated cytosine residues in the mammalian genome and are the key molecules in regulating the level of DNA methylation. Seven DNA methyltransferases were annotated in the zebrafish genome website (Zv9.0). By RT–PCR, we found that *dnmt1*, *dnmt3aa* and *dnmt3ab* were expressed in adult zebrafish heart, suggesting that both *de novo* and maintenance DNA methylation might occur during heart regeneration. By over-expressing Brg1 and Dnmt3ab in 293T cells, or H9C2 cardiac cells, we demonstrated that either Brg1 or dn-xBrg1 and Dnmt3ab form a protein complex by co-immunoprecipitation experiments (Fig. 7f,g). These data are consistent with previous studies in cancer cells^38^ and hypertrophic hearts^39^. An additional reporter system was further used to examine whether this interaction affected the *cdkn1c* promoter activity. Indeed, over-expression of either *brg1* or *dnmt3ab* inhibited the *cdkn1c* promoter activity, which was synergistically enhanced by co-expression of *brg1* and *dnmt3ab* in 293T cells (Fig. 7h) or P4 rat neonatal cardiomyocytes (Supplementary Fig. 12c). Furthermore, we also found that *baf60c* increased while *dnmt3ab* decreased in dn-xBrg1 transgenic hearts compared with their sibling hearts at 14 d.p.a. (Supplementary Fig. 13). These data suggest a feedback effect of SWI/SNF complex on baf60c, as well as synergistic interaction of Brg1 and Dnmt3ab in regulating DNA methylation of cdkn inhibitors on heart regeneration by over-expression of dn-xBrg1. Importantly, *dnmt3ab* was induced from 3 to 14 d.p.a. and peaked at 7 d.p.a. compared with that at mock hearts (Supplementary Fig. 14a), and nanoparticle-mediated *dnmt3ab* siRNA decreased BrdU^+^/Mef2C^+^ proliferating cardiomyocytes (Supplementary Fig. 14b–d), supporting the role of *dnmt3ab* during heart regeneration. We have previously reported methodology that nanoparticle-delivered siRNA efficiently inhibits targeted gene expression in adult zebrafish hearts^40^. Together, our data support the notion that Brg1 and Dnmt3ab form a protein complex in 293T cells and H9C2 cardiomyocytes, and this complex might be utilized to increase DNA methylation of *cdkn1c* promoter and so repressing its transcription for promoting zebrafish heart regeneration.

### Cdkn1a/1c mediate effects on myocardial proliferation

We then asked whether CDK inhibitors functionally act downstream from Brg1 during heart regeneration. Using nanoparticle-mediated siRNA knockdown method^40^, we were able to decrease the expression of *cdkn1a* and *cdkn1c* in 2 d.p.a. hearts at 24 h after siRNA injection (Fig. 8a,b). We found comparable BrdU^+^/Mef2C^+^ proliferating cardiomyocytes in wild-type sibling hearts without (Fig. 8c) or with control siRNA injection (Fig. 8d), showing that siRNA injections daily from 5 to 14 d.p.a. had no effect on injury-induced cardiomyocyte proliferation (Fig. 8h). Importantly, we found more BrdU^+^/Mef2C^+^ proliferating cardiomyocytes in Tg(*hsp70*:dn-xBrg1) hearts with either *cdkn1a* (Fig. 8f) or *cdkn1c* siRNA (Fig. 8g) than in control *dn-xBrg1* transgenic hearts (Fig. 8e,h). Another independent siRNA for either *cdkn1a* or *cdkn1c* was also able to rescue the proliferation index in Tg(*hsp70*:dn-xBrg1) transgenic hearts (Supplementary Fig. 15a–f). However, siRNA knockdown of either *cdkn1a* or *cdkn1c* had little or no effect on BrdU^+^/Mef2C^+^ proliferating cardiomyocytes in wild-type sibling hearts at 14 d.p.a. (Supplementary Fig. 16), consistent with very low levels of these genes in wild-type hearts after ventricle resection (Fig. 5). These data further support the notion that Brg1 promotes heart regeneration by repressing CDK inhibitors such as *cdkn1a* and *cdkn1c*.

## Discussion

Brg1 plays an essential role in embryonic development such as in zygote genome activation^14^, erythropoiesis^15^ and the development of T cells^41^,^42^, heart^16^,^17^ and neurons^18^,^19^. However, its function in adult heart regeneration has not been addressed. Here we showed that Brg1 was activated during zebrafish heart regeneration; either global or myocardial-specific over-expression of *dn-xBrg1* interfered with myocardial proliferation and regeneration; and mechanistically, Brg1 promoted regeneration by suppressing the CDK inhibitors *cdkn1c*. Although Brg1 was broadly expressed in cardiomyocytes, endothelial/endocardial cells, epicardium and inflammatory cells (macrophages and neutrophils), myocardial-specific enrichment and function of Brg1 and *cdkn1c* suggest that the Brg1-*cdkn1c* axis acts in the myocardium to regulate cardiomyocyte proliferation and regeneration. Future studies are warranted to parse Brg1 function in the endocardium, epicardium and inflammatory leukocytes in adult heart regeneration.

Previous studies have shown that the components of the SWI/SNF complex (also called the BAF complex) are differentially expressed in embryonic stem cells, neuronal progenitors and differentiated neurons^43^, suggesting the existence of cell- or tissue-specific SWI/SNF complexes. Embryonic stem cell BAF contains Brg1, BAF250a, BAF60a/b, BAF155, BAF57, BAF47, BAF53a, BAF45a/d and SS18 (ref. 13). Neuronal progenitor BAF consists of Brg1 or Brm, BAF250a/b, two BAF155 homodimers or BAF155/170 heterodimers, BAF53a, BAF45a, BAF60a/c, BAF47, BAF45a/d and SS18, which are essential for maintaining the stem cell state^44^. After neuronal progenitor differentiation into neurons, the BAF complex changes from BAF53a to 53b, SS18 to CREST, and BAF45a/d to 45b/c to form neuronal BAF^45^. It remains unclear whether there is a cardiac regenerative BAF complex. During zebrafish heart regeneration, we found that *brg1*, *baf60c* and *baf180* were induced on heart sections. They had no or little expression in control hearts and were induced from 1 d.p.a. with peak expression around 7–14 d.p.a., and then declined from 14 to 30 d.p.a. for *brg1* and *baf60c* while declined from 21 to 30 d.p.a. for *baf180*. Overall, *brg1* and *baf60c* mRNA are more abundant while *baf180* is less expressed during heart regeneration. Therefore, we propose that a similar cardiac-regenerative BAF complex might contain at least *brg1*, *baf60c* and *baf180* during heart regeneration in zebrafish. However, this hypothesis remains to be tested in future studies.

Previous studies by Field and colleagues have shown that either deletion of a CDK inhibitor or activation of a CDK has limited effects on promoting mammalian cardiomyocyte proliferation^2^,^12^,^27^,^28^,^29^. 

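In the RNA-seq part of this evidence, cdkn1a was the CDK inhibitor with the largest change, at 19.2 ± 14.7 FPKM in Tg(hsp70:dn-xBrg1) hearts and 4.19 ± 0.72 in wild-type sibling hearts (SD, n = 2 each), with a limma adjusted p of 0.267. The log2 fold changes of cdkn1ba, cdkn1d and cdkn1c were 0.425, 0.404 and −0.328, beside standard errors of 0.309, 0.369 and 0.446. Of the meis genes, meis2a is listed at 2 loci on chromosome 17 (53347197 to 53400661 and 53432564 to 53447369 in danRer7). Their summed FPKM was 14.33 and 5.57 in the sibling samples and 4.94 and 8.30 in the transgenic samples, from 46.0, 16.0, 12.0 and 11.0 fragments. The groups overlapped, with a log2 fold change of −0.432 (standard error 0.473, limma adjusted p = 0.778). Leaving out sibling sample 1 or sibling sample 2 moved this value most, to 0.179 and −1.044, and it was 0.110 when only the locus with the higher mean was kept.

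meis2b (chromosome 20, 10286195 to 10305814) was detected only in transgenic sample 1, at an FPKM of 0.342 from 5.0 fragments. The smallest FPKM that 3 fragments could show was 0.162 and 0.235 in the sibling samples and 0.370 in transgenic sample 2, so a value of the same size would have been at or below the limit in the latter. meis3 had an FPKM of 0.119, 0.174, 0.528 and 0.137 in sibling samples 1 and 2 and transgenic samples 1 and 2. In transgenic sample 1 this rested on 7.0 fragments. Neither meis2b nor meis3 passed the filter for limma. The files hold no row named meis1a or meis1b. A single row named meis1 (chromosome 13, 5167330 to 5245946) had 36.2 ± 8.3 FPKM in transgenic and 41.5 ± 4.3 in sibling hearts (SD, n = 2 each), a log2 fold change of −0.210 (standard error 0.314, limma adjusted p = 0.847). The paper takes the RNA-seq as partial support for an increase in these genes after inhibition of Brg1, beside quantitative RT–PCR and RNAscope.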

Our data support the notion that an increase of CDK inhibitors and related meis genes occurs after inhibition of Brg1 during heart regeneration in zebrafish; this was partly supported by RNA-seq analysis of Tg(*hsp70*:dn-xBrg1) and wild-type sibling hearts after daily heat shock from 5 to 14 d.p.a., as well as being further confirmed by quantitative RT–PCR and its myocardial enrichment by RNAscope *in situ* hybridization analysis. During regeneration, *cdkn1c* was downregulated in injured hearts at 3 and 5 d.p.a., while *brg1* was reciprocally upregulated, suggesting that Brg1 normally represses *cdkn1c* expression during this process, consistent with previous reports that cell-cycle-dependent kinase inhibitors are downstream of Brg1 in cardiac development^17^, mammalian neural crest cell development^24^, bulge stem cells during tissue regeneration^26^ and adult neural stem cells maintenance^46^, as well as Brg1 directly binds to the *cdkn1c* promoter as predicted by ChIP-seq analysis^47^. Furthermore, our data showed that Brg1 directly bound to the promoter of *cdkn1c* by ChIP assay, repressed the *cdkn1c*-luciferase reporter, and siRNA knockdown of either *cdkn1a* or *cdkn1c* partially rescued the blunted myocardial proliferation with transgenic over-expression of dn-*xBrg1*. Taken together, we have shown, for the first time, that Brg1 promotes adult cardiomyocyte proliferation by repressing CDK inhibitors, specifically by direct repression of *cdkn1c* during heart regeneration.

It has been shown that Brg1 interacts directly or indirectly with other transcription factors or epigenetic components^17^,^24^,^25^,^26^,^38^,^48^, and SWI/SNF chromatin-remodelling factors can induce changes in DNA methylation to regulate gene expression^49^. We then hypothesized that Brg1 might interact with other transcription and/or epigenetic factors to repress the transcription of *cdkn1c*. DNA methyltransferases are known to catalyse the reaction of transferring the methyl group to DNA from *S*-adenosyl methionine. Dnmt3a and Dnmt3b are *de novo* DNA methyltransferases that normally act as transcriptional repressors by DNA methylation or transcriptional co-repressors^38^,^50^,^51^,^52^,^53^,^54^,^55^,^56^. Here we showed that inhibition of Brg1 led to a decreased level of DNA methylation in the promoters of *cdkn1c*, *meis1a* and *tgfb1a*, and increased the expression of *cdkn1c* accordingly. Importantly, the level of DNA methylation in the *cdkn1c* promoter increased after ventricular resection at 3 and 5 d.p.a., which is consistent with the repression of *cdkn1c* during normal regeneration. Indeed, RT–PCR showed that zebrafish *dnmt3ab* was induced during heart regeneration and it is required for myocardial proliferation, and co-immunoprecipitation analysis showed that it directly interacted with Brg1 in 293T cells and H9C2 cardiomyocytes, consistent with the previous report that Brg1 and Dnmt3a interact in cancer cells^38^ and in hypertrophic cardiomyocytes^39^. Our data reveal that *dnmt1*, *dnmt3aa* and *dnmt3ab* are expressed in adult zebrafish heart, and their respective role in heart regeneration need to be addressed in the future. Together, Brg1 suppresses expression of *cdkn1c* and possible other CDK inhibitors, at least, partly through its interacting with Dnmt3ab to increase the level of DNA methylation in the *cdkn1c* promoter, leading to an automatic regenerative capacity in the heart of adult zebrafish. Therefore, conditional activation of the BAF complex and related signalling pathways might shed light on improving mammalian myocardial regeneration.

## Methods

### Zebrafish lines

Zebrafish were raised and handled according to a zebrafish protocol (IMM-XiongJW-3) approved by the Institutional Animal Care and Use Committee at Peking University, which is fully accredited by AAALAC International. Tg(*hsp70*:dn-xBrg1), Tg(*myl7*:cypher-EGFP), Tg(*myl7*:CreER), Tg(*ubi*:loxP-DsRed-STOP-loxP-Brg1) and Tg(*ubi*:loxP-DsRed-STOP-loxP-dn-xBrg1) zebrafish lines were generated by using Tol2-based transgenesis^57^. The dominant-negative *Xenopus Brg1* (*dn-xBrg1*) plasmid clone was kindly provided by Dr Kristen L. Kroll (Washington University at St Louis)^19^,^58^, and the Tg(*myl7*:CreER) and Tg(*ubi*:loxP-DsRed-STOP-loxP-EGFP) plasmid clones were kindly provided by C Geoffrey Burns (Massachusetts General Hospital, Boston, MA, USA)^59^. Tg(*coronin1a*:EGFP)^60^ and Tg(*flk1*:nucEGFP)^61^ lines were provided by Dr Zilong Wen (Hong Kong University of Science and Technology, Hong Kong, China) and Dr Feng Liu (Institute of Zoology, Chinese Academy of Sciences, Beijing, China); Tg(*gata4*:EGFP) line^62^ was provided by Dr Todd Evans (Weill Cornell Medical College, New York, USA); and Tg*(tcf21*:DsRed) line^63^ was provided by C. Geoffrey Burns (Massachusetts General Hospital). Heterozygous transgenic zebrafish and their wild-type siblings were used for all experiments.

For heat shock experiments, we crossed heterozygous Tg(*hsp70*:dn-xBrg1) with wild-type TL zebrafish, and so expected to have 50% heterozygous transgenic fish and 50% wild-type siblings. Heterozygous Tg(*hsp70*:dn-xBrg1) transgenic and wild-type sibling adult zebrafish received a daily heat shock in 37 °C water for 30 min from 5 to either 14 or 30 d.p.a. Each cycle of heat shock was carried out by transferring zebrafish to system water at 31 °C, accompanying with gradually increasing temperature from 31 to 37 °C for about 10 min and then remaining at 37 °C for another 20 min. To induce the Cre recombination in adult zebrafish, Tg(*myl7*:CreER;*ubi*:loxP-DsRed-STOP-loxP-dn-xBrg1) or control Tg(*ubi*:loxP-DsRed-STOP-loxP-dn-xBrg1) transgenic zebrafish were bathed in 5 μM tamoxifen (Sigma, St Louis, MO) for 24 h, which was made from a 10 mM stock solution dissolved in 100% ethanol at room temperature. Zebrafish were treated with tamoxifen at a density of 3–4 per 150 ml of water, and then returned to circulating zebrafish system water. Ventricular resections were performed at 3 days after tamoxifen treatment. Zebrafish were confirmed for their genotyping and randomly picked for all experiments.

### Adult zebrafish heart resection

The ventricular resection was performed according to a well-established procedure^5^,^34^. Briefly, adult zebrafish were anaesthetized with tricaine and the pericardial sac was exposed by removing surface scales and a small piece of skin. The apex of the ventricle was gently pulled up and removed with Vannas scissors. The zebrafish was then placed back into a water tank, and water was puffed over the gills with a plastic pipette until it breathed and swam regularly. The surface opening sealed automatically within a few days. In particular, we crossed heterozygous Tg(*hsp70*:dn-xBrg1) with wild-type TL zebrafish, and so expected to have 50% heterozygous transgenic fish and 50% wild-type siblings for performing ventricular resections.

### Construction and sequencing of high-throughput RNA-seq libraries

Total RNA was isolated using an RNeasy Mini kit (QIAGEN). After confirming the quality and integrity of RNA on agarose gels, we used ∼1 μg of total RNA to construct the RNA-seq libraries by applying a TruSeq RNA Sample Prep kit (Illumina, San Diego, CA). We carried out the RNA-seq using Illumina HiSeq 2500 to generate ∼4 million 100 bp pair-end reads for each sample. Low-quality reads and sequencing adapters were removed from the raw sequencing data, and the clean reads were mapped onto the zebrafish transcriptome (danRer7) using Tophat^64^. The expression level of each gene was calculated using Cufflinks, and the genes differentially expressed between samples were calculated using Cuffdiff^64^. Genes with >2-fold difference between the two groups were selected for further analyses.

### siRNA delivery into adult zebrafish heart

siRNAs were encapsulated in polyethylene glycol–polylactic acid nanoparticles using a double emulsion-solvent evaporation technique and then injected into the pericardial sac^40^,^65^,^66^. Briefly, zebrafish were allowed to recover for 1 day after ventricular resection. To evaluate the effect of siRNA on its target gene expression, the hearts were collected at 2 d.p.a., and total RNA was isolated to assess the expression of the respective genes by quantitative RT–PCR. To evaluate the effect of genes on cardiomyocyte proliferation, 50 μl polyethylene glycol–polylactic acid nanoparticle-encapsulated siRNAs was injected first, and ∼1 h later, 50 μl 2.5 mg ml^−1^ BrdU (B5002; Sigma) was injected into the thoracic cavity daily from 7 to 14 d.p.a. The hearts at 14 d.p.a. were collected for subsequent experiments. siRNA sequences for *cdkn1a*, *cdkn1c* and *dnmt3ab* are shown in Supplementary Table 2.

### mRNA or protein detection assays and AFOG staining

*In situ* hybridization and AFOG staining were performed on paraffin sections^34^. Adult zebrafish hearts were fixed in 4% paraformaldehyde at room temperature for 2 h, dehydrated and then embedded in paraffin and sectioned at 5 μm. Zebrafish *brg1* cDNA was cloned from an embryonic cDNA library, of which primer sequences are shown as brg1-F and brg1-R in Supplementary Table 1. Digoxigenin-labelled *brg1* probes were synthesized using T7 RNA polymerase (Roche).

For immunofluorescence staining, adult zebrafish hearts were fixed in 4% paraformaldehyde at room temperature for 2 h, dehydrated and then embedded in paraffin and sectioned at 5 μm. The sections were dewaxed in xylene, rehydrated with a series of ethanol and then washed in PBS. To repair the antigen, the citric acid buffer (CW0128S; CWBIO) and the microwave treatment were used. After washing in water and PBS, the sections were blocked in 10% FBS in PBT (1% tween 20 in PBS), and then incubated with primary antibodies (1:50 diluted in PBT containing 10% FBS) overnight at 4 °C. The primary antibodies used for immunofluorescence were anti-BrdU (B8434; Sigma), anti-Mef2c (sc-313; Santa Cruz), anti-GFP (A-11122; Invitrogen), anti-PCNA (18-0110; Invitrogen), anti-GFP (BE2001; EASYBIO), anti-RFP (BE2023; EASYBIO), anti-myosin heavy-chain monoclonal antibody (hybridoma product MF20; Developmental Studies Hybridoma Bank, Iowa City, IA) and The Brg1 JI antibody, which was raised against a glutathione *S*-transferase–BRG1 fusion protein (human BRG1 amino acids 1,086–1,307)^30^,^67^. The primary antibodies were then washed and sections were incubated with secondary antibodies for 2 h at room temperature. Secondary antibodies (1:100 diluted in PBT) were Alexa Fluor 488 goat anti-mouse IgG (A21121; Invitrogen), Alexa Fluor 488 goat anti-rabbit IgG (A11034; Invitrogen), Alexa Fluor 555 goat anti-mouse IgG (A21424; Invitrogen) and Alexa Fluor 555 goat anti-rabbit IgG (A21428; Invitrogen).

RNAscope (Advanced Cell Diagnostics, Hayward, CA) was performed on 10 μm sections from freshly frozen hearts embedded in O.C.T. Compound (Embedding Medium for Frozen Tissue Specimens to ensure Optimal Cutting Temperature; SAKURA; 4583). Tissues were fixed in pre-chilled 10% neutral buffered formalin, followed by dehydration, then treated with Pretreat 1 for 10 min at room temperature. After Pretreat 1, slides were washed with water and incubated for 30 min at room temperature with Pretreat 4. Following Preteat 4, the RNAscope 2.0 HD Detection Kit Brown was applied for visualizing hybridization signals. Three injured and mock hearts were used for each RNAscope experiment. Immunostaining was performed with primary antibodies (1:50 diluted in PBT containing 10% FBS) incubated overnight at 4 °C.

RNA *in situ* hybridization, RNAscope *in situ* hybridization and AFOG staining were analysed and documented under a fluorescence microscope (DM5000B; Leica, Germany). Immunofluorescence images were captured on a confocal microscope (LSM510; Carl Zeiss, Germany). A Zeiss 700 confocal microscope was used for RNAscope with Immunostaining images. The BrdU^+^/Mef2C^+^, PCNA^+^/Mef2C^+^, Brg1^+^, MF20^+^/Brg1^+^, Flk1^+^/Brg1^+^ and Coronin1a^+^/Brg1^+^ were counted manually. Fluorescence intensity was quantitated using MBF Image J.

### RT–PCR analysis

Total RNA was isolated and purified using an RNeasy mini kit (74106; Qiagen). About 1 μg RNA was used for reverse transcription with a Prime Script RT Reagent kit (RR037A; TakaRa), and quantitative RT–PCR was performed using a SYBR Premix DimerEraser kit (RR091A; TakaRa). Primer sequences are listed in Supplementary Table 1.

### Chromatin immunoprecipitation

Chromatin was isolated from zebrafish hearts using Chromatin Prep Module (Catalogue# 26158; Thermo Scientific Pierce). ChIP assays were performed using Agarose ChIP Kit (Catalogue# 26156; Thermo Scientific Pierce)^34^. Chromatin was immunoprecipitated using anti-Brg1 (J1) antibody^30^, and Brg1-bound sequences were amplified with the respective gene primers. The primer sequences are listed in Supplementary Table 1. The original uncropped images of gels are shown in Supplementary Fig. 17.

### DNA methylation and immunoprecipitation

Zebrafish genomic DNA was extracted, purified and resuspended in 1 × TE buffer. For each sample, a total of 500 ng genomic DNA was treated using MethylCode bisulfite conversion kit (MECOV-50; Invitrogen). The CpG islands of the *cdkn1c* promoter region were primarily located between −1,586 and −1,354 bp. The bisulfite-treated DNA was subjected to PCR to amplify the *cdkn1c* promoter region. The primers were designed according to the website (http://www.urogene.org/methprimer/) and are listed in Supplementary Table 1. Alterations of promoter methylation were confirmed by Sanger sequencing. In addition, zebrafish *dnmt3ab* was isolated from an embryonic cDNA library and then subcloned into the pCDNA3.1 vector. Myc-tagged *dnmt3ab* and *brg1* were co-transfected into 293T cells (CRL-1573, American Type Culture Collection; ATCC), which were then collected for immunoprecipitation after 24 h (ref. 34). For immunoprecipitation, H9C2 cells (CRL-1446, ATCC) were infected with either Ad-*brg1*/Ad-Myc-*dnmt3ab* or Ad-*dn-xbrg1-*Flag/Ad-Myc *dnmt3ab*, and infected cells were then collected for immunoprecipitation after 24 h. The recombinant adenovirus was constructed and amplified by SinoGenoMax Co., Ltd, Beijing, China. The antibody for immunoprecipitation were anti-Myc (2276S; Cell Signaling Technology), anti-Flag (AP1013a, ABGENT) and anti-Brg1 (J1) as described previously^30^. The original uncropped images of blots are shown in Supplementary Fig. 17.

### Luciferase assays

The *cdkn1c* promoter (from −1,624 to −1192, bp) was cloned into the chromatinized pREP4 vector to form pREP4-cdkn1c-Luc. 293T cells (CRL-1573, ATCC) or primary cultured cardiomyocytes from neonatal P4 rats were transfected with pREP4-cdkn1c-Luc (495ng) and pREP4-renilla (5ng) by Lipofectamine 3000 (Invitrogen). At 20 h after transfection, the 293T cells were co-infected with Ad-*lacZ*, Ad-*brg1*, Ad-*dnmt3ab* or Ad-*brg1*/Ad-*dnmt3ab*, respectively. Luciferase assays were carried out 48 h after adenovirus infection^68^. Firefly luciferase activity was normalized by *Renilla* luciferase activity.

### Transmission electron microscopy

Tg(*hsp70*:dn-xBrg1) and wild-type sibling hearts were collected at 14 d.p.a. and fixed in 2% glutaraldehyde, 2% paraformaldehyde and 0.1 M PBS overnight at 4 °C. Subsequent embedding, ultra-thin section preparation and staining were performed by the Electron Microscopy Core Facility of Peking University. A TecnaiT20 (LaB6, 200KV) transmission electron microscope (FEI, Hillsboro, OR, USA) was used to image stained sections^33^. Three transgenic and wild-type sibling hearts were used for transmission electron microscopy.

### Statistical analysis

All statistics were calculated using Prism 5 Graphpad Software. The statistical significance between two groups was determined using paired Student’s *t*-test, with tow-tailed *P* value, and the data were reported as mean±s.e.m. Among three or more groups, one-way analysis of variance followed by Bonferroni’s multiple comparison test or Dunnett’s multiple comparison test was used for comparisons.

### Data availability

Data that support the findings of this study have been deposited in Gene Expression Omnibus with the accession code GSE81627. All other relevant data are available from the corresponding authors on reasonable request.

## Additional information

**How to cite this article:** Xiao, C. *et al*. Chromatin-remodelling factor Brg1 regulates myocardial proliferation and regeneration in zebrafish. *Nat. Commun.* **7,** 13787 doi: 10.1038/ncomms13787 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Informations Supplementary Figures and Supplementary Tables.

Supplementary Data 1 Down-regulated genes in dn-xBrg1 transgenic hearts.

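Supplementary Data 1 lists 1204 gene symbols without values, all of which are found in the files. Of the 1184 with an FPKM of at least 1 in at least 2 of the 4 samples, 1184 had a higher mean FPKM in Tg(hsp70:dn-xBrg1) hearts than in wild-type sibling hearts (100%, Wilson 95% confidence interval 99.7% to 100%) and 0 had a lower mean. The list comes from the same samples, so a shared direction of its genes was largely set by their selection. The interval treats the genes as independent and does not measure the spread between samples. The median log2 ratio of the group means of FPKM + 1 was 1.075. In 966 of these genes both transgenic samples lay above both sibling samples. The list includes cdkn1a, col1a1a, col1a2 and tgfb1a, whose mean FPKM ratios between transgenic and sibling hearts were 4.59, 6.19, 5.80 and 5.15. The share depended most on transgenic sample 1, without which 92.6% of the genes were higher in the remaining transgenic sample.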

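Supplementary Data 2 lists 1092 names, of which 1091 are found in the files as gene symbols. Of the 1086 that passed the filter, 0 had a higher mean FPKM in Tg(hsp70:dn-xBrg1) hearts (0%, Wilson 95% confidence interval 0% to 0.4%) and 1086 had a lower mean. This list comes from the same samples too, and its interval has the same limits. The median log2 ratio of the group means of FPKM + 1 was −0.583. In 799 of the genes both transgenic samples lay below both sibling samples. The list includes nkx2.5, with 38.1 ± 4.8 FPKM in transgenic and 83.3 ± 20.7 in sibling hearts, and dnmt3ab, with 0.90 ± 0.68 and 2.03 ± 0.35 (SD, n = 2 each). Leaving out sibling sample 1 raised the share of genes higher in transgenic hearts to 9.7%, the largest change among the settings tried.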

Supplementary Data 2 Up-regulated genes in dn-xBrg1 transgenic hearts.

## Figures and Tables

**Figure 1:**
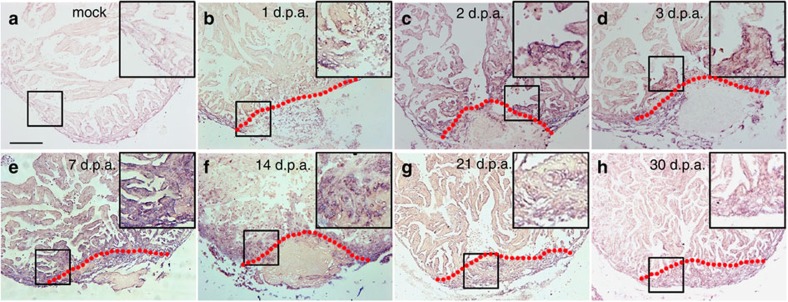
*brg1* is upregulated during cardiac regeneration in zebrafish. *In situ* hybridization was performed on paraffin sections of mock-operated zebrafish (**a**) and those with amputated ventricular apexes (**b**–**h**) at the indicated time points using a digoxigenin-labelled anti-sense *brg1* RNA probe. Note induced expression of *brg1* in the injured heart from 1 to 14 d.p.a. (**b**–**f**). Dashed lines mark the resection sites; the right upper corner is high-magnification image of the framed area; similar results were confirmed by performing three independent experiments. Scale bar, 100 μm.

**Figure 2:**
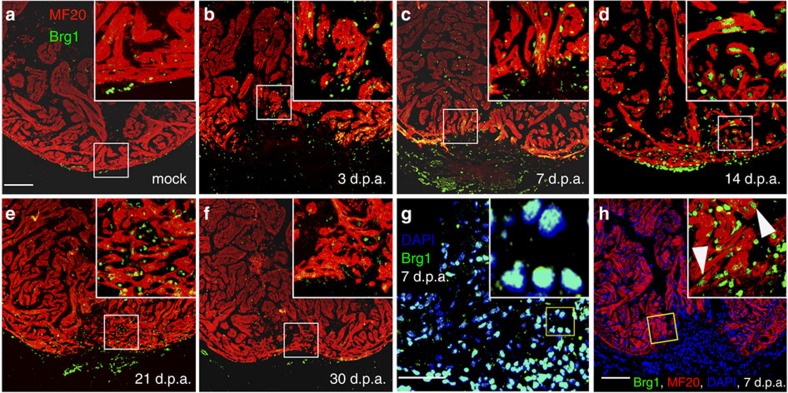
Brg1 is activated in multiple types of cells during cardiac regeneration in zebrafish. (**a**–**f**) Immunofluorescence staining of Brg1 and cardiac sarcomere myosin heavy chain (MF20) was performed on paraffin sections of mock-operated zebrafish (**a**) and those with amputated ventricular apexes (**b**–**f**) at the indicated time points. The right upper corners are high-magnification images of the frame area in a–f, showing Brg1 co-localization in MF20-positive myocytes. (**g**) Co-staining of Brg1 and 4,6-diamidino-2-phenylindole (DAPI) in paraffin sections of amputated apexes at 7 d.p.a. The right upper corner is high-magnification image of the framed area. (**h**) Immunofluorescence staining of Brg1 and MF20 of amputated heart at 7 d.p.a., showing the co-localization of Brg1 and MF20. The right upper corner is high-magnification image of the framed area. These data were confirmed by performing three independent experiments. Scale bars, 100 μm.

**Figure 3:**
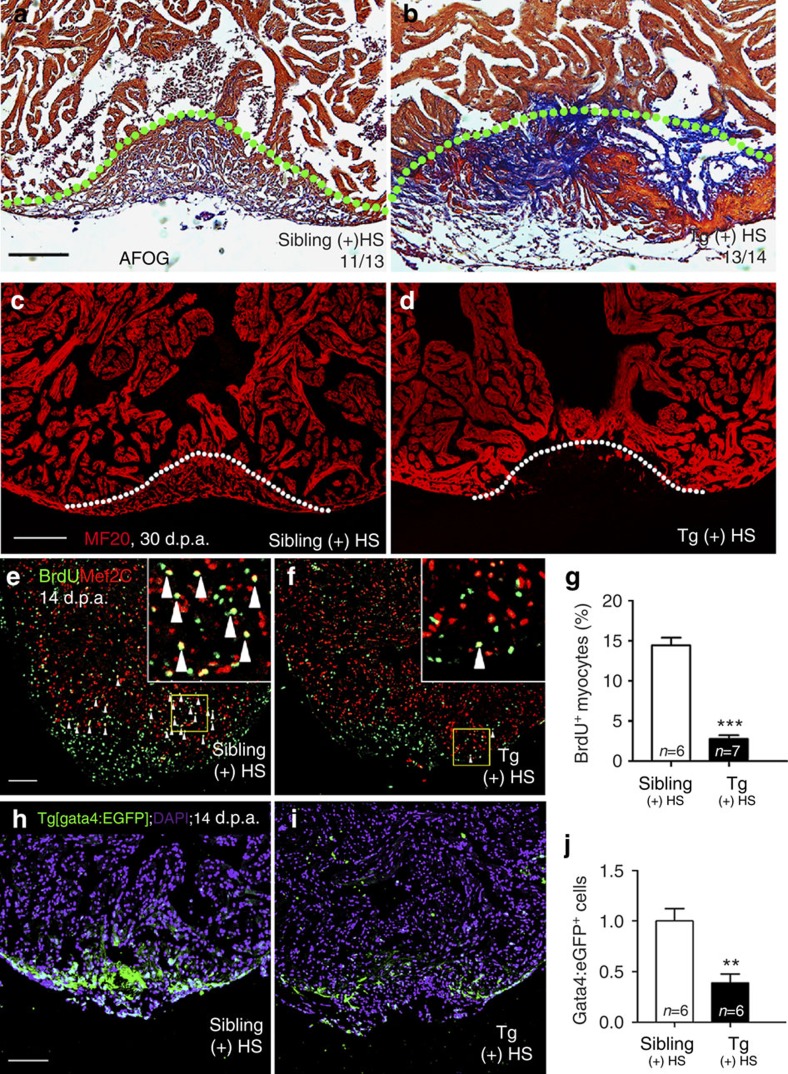
Inhibition of *brg1* impairs cardiac regeneration. (**a**–**d**) Representative sections from wild-type siblings (**a**,**c**) and Tg(*hsp70*:dn-xbrg1) (**b**,**d**) hearts at 30 d.p.a., evaluated by AFOG staining (**a**,**b**), and immunofluorescence staining with anti-myosin heavy chain (MF20) (**c**,**d**). Note massive fibrosis (**b**) and compromised myocardial regeneration (**d**) in Tg(*hsp70*:dn-xBrg1) hearts (tg). Dashed lines mark the resection site. (**e**–**g**) Paraffin sections of 14 d.p.a. regenerating heart of wild-type sibling (**e**) and Tg(*hsp70*:dn-xBrg1) (**f**) hearts co-stained for BrdU (green), Mef2C (red) and 4,6-diamidino-2-phenylindole (DAPI; blue). Higher-magnification images of areas in squares are shown in the upper-right corners, and Mef2C^+^/BrdU^+^ double-positive cardiomyocytes are indicated by arrowheads. (**g**) Percentages of Mef2C^+^/BrdU^+^ cardiomyocytes in the injured area (***P<0.001; *n*=6 for siblings and 7 for transgenic hearts; data are mean percentages±s.e.m., paired Student’s *t*-test). (**h**–**j**) Paraffin sections of 14 d.p.a. wild-type Tg(*gata4*:EGFP) sibling (**h**) and Tg(*hsp70*:dn-xbrg1; *gata4*:EGFP) (**i**) hearts stained with anti-EGFP and DAPI. The average of fluorescence intensity was calculated using Imaris software (**j**) (**P<0.01; *n*=6; data are mean percentages±s.e.m.; paired Student’s *t*-test). Scale bars, 100 μm.

**Figure 4:**
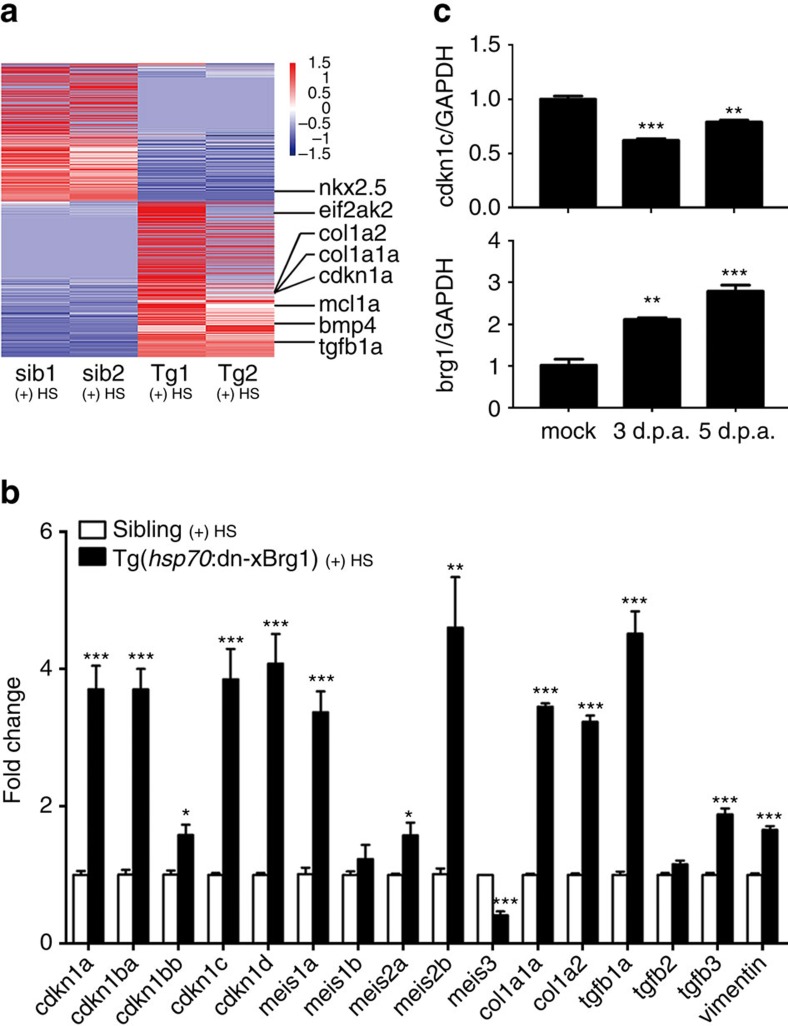
Transgenic inhibition of Brg1 induces expression of cyclin-dependent kinase inhibitors. (**a**) Heat map of *Z*-score values showing genes differentially expressed between Tg(*hsp70*:dn-xBrg1) (tg1 and tg2) and wild-type sibling (sib1 and sib2) hearts. The FPKM (fragments per kilobase of exon per million fragments mapped) value of each gene was normalized using *Z*-scores. Genes were ranked by the mean *Z*-scores in the highest-expression group. (**b**) Tg(*hsp70*:dn-xBrg1) and wild-type sibling zebrafish were heat-shocked daily from 5 to 14 d.p.a., and total RNA was isolated from their hearts at 14 d.p.a. Quantitative PCR showed that the cdkn and meis genes, as well as fibrotic markers (*col1a1a*, *col1a2*, *tgfb1a*, *tgfb2*, *tgfb3* and *vimentin*) were upregulated in transgenic hearts (*P<0.05, ***P<0.001; data are mean fold changes after normalized to GAPDH and expressed as mean±s.e.m.; paired Student’s *t*-test). (**c**) Quantitative PCR showed higher expression of *brg1* but lower expression of *cdkn1c* in wild-type hearts at 3 and 5 d.p.a. than mock hearts, suggesting a repressive role of *brg1* in regulating *cdkn1c*. GAPDH was used to normalize the RNA level (**P<0.01, ***P<0.001; data are mean±s.e.m.; one-way analysis of variance followed by Dunnett’s multiple comparison test, mock served as control).

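Fig. 4a labels 8 genes. nkx2.5, a cardiac transcription factor gene on chromosome 14 (25240905 to 25243698 in danRer7), was the only one of them lower in Tg(hsp70:dn-xBrg1) hearts, with an FPKM of 34.7 and 41.5 in the transgenic and 68.7 and 98.0 in the sibling samples, a log2 fold change of −1.09 (standard error 0.32, limma adjusted p = 0.253). The collagen genes col1a1a (chromosome 3, 23512415 to 23528934) and col1a2 (chromosome 19, 41943847 to 41962961) were higher by 2.31 and 2.21 on the log2 scale (limma adjusted p of 0.192 and 0.220). Their FPKM in transgenic sample 1, 619.0 and 693.2, was well above that in transgenic sample 2, 160.1 and 176.1, and in the siblings it lay between 57.3 and 78.9. tgfb1a, on chromosome 15 (2771166 to 2795128), was more even between replicates, at 20.2 and 27.6 FPKM in transgenic and 3.11 and 6.17 in sibling hearts, and came closest to the threshold (log2 fold change 2.18, standard error 0.38, limma adjusted p = 0.0816). mcl1a had 848.3 and 339.7 FPKM in transgenic and 135.9 and 82.9 in sibling hearts, with a log2 fold change of 2.33 (standard error 0.49, limma adjusted p = 0.112). bmp4 rested on few fragments, 5.0 and 8.0 in the siblings and 56.0 and 18.0 in the transgenic samples. In 7 of the 8 genes both transgenic samples lay beyond both siblings. The exception was eif2ak2, at 8.48 FPKM in transgenic sample 1 but 1.06 in transgenic sample 2, within the Cufflinks 95% confidence intervals of the siblings at 1.08 and 1.23. With the replicate number as a block the fold changes were the same by design. tgfb1a and mcl1a then passed limma's threshold, with adjusted p of 0.0469 and 0.0321. With a correction for transcript length added to the block neither of them passed, each with a limma adjusted p of 0.0746. Without transgenic sample 1, the log2 fold change of eif2ak2 was −0.064, the only change of sign among these genes in any setting.

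**Figure D4:**
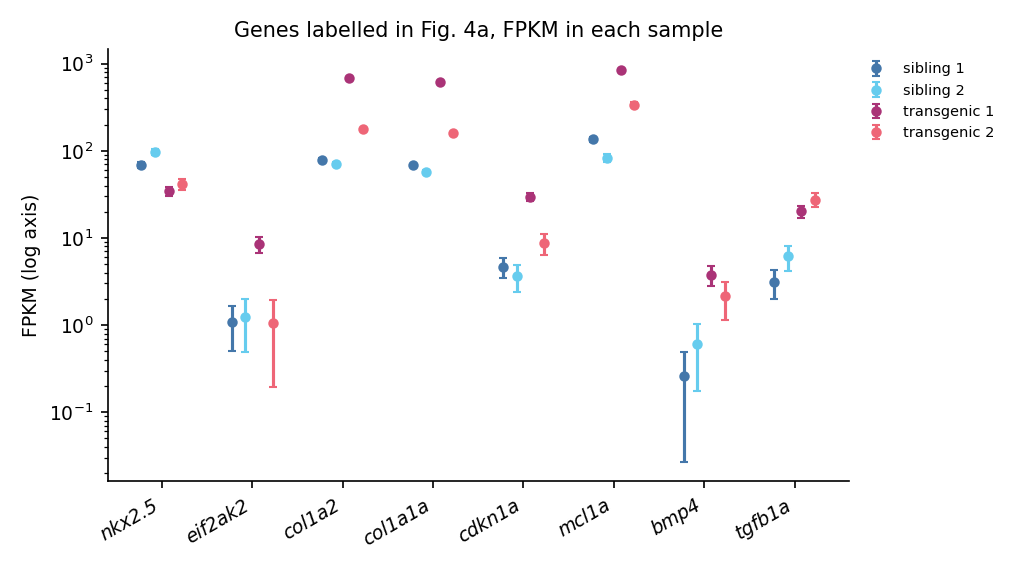
FPKM (vertical axis, log scale) of the 8 genes labelled in Fig. 4a in each of the 2 sibling and 2 transgenic samples, with the Cufflinks 95% confidence interval as the error bar. In col1a1a, col1a2 and mcl1a transgenic sample 1, at 619.0, 693.2 and 848.3, stands above transgenic sample 2, and in eif2ak2 only transgenic sample 1, at 8.48, stands above the siblings.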

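A Z-score gives, for each gene, the distance of a sample's FPKM from the mean of the 4 samples in units of their SD, so it carries neither the level nor the size of a fold change. Computed from the FPKM values over all 4 samples, the Z-scores of cdkn1a were −0.58 and −0.66 in the sibling samples, 1.48 in transgenic sample 1 and −0.24 in transgenic sample 2. Those of col1a1a were −0.59, −0.64, 1.48 and −0.25 in the same order, and those of eif2ak2 −0.51, −0.47, 1.5 and −0.52. The highest Z-score that 1 of 4 samples can reach is 1.5, so in these genes transgenic sample 1 made up most of the contrast on this scale. In cdkn1a and col1a1a transgenic sample 2 still lay above both siblings, and in eif2ak2 it did not. tgfb1a, with −0.96, −0.70, 0.52 and 1.15, and nkx2.5, with 0.28, 1.29, −0.90 and −0.67, separated the groups more evenly.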

**Figure 5:**
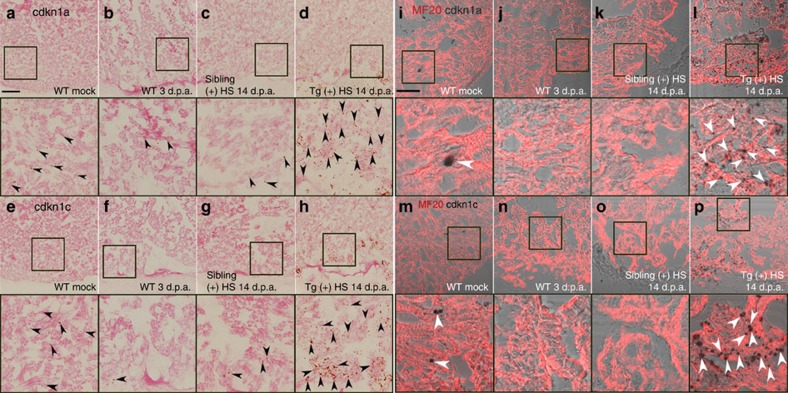
*cdkn1a* and *cdkn1c* are induced and enriched in the myocardium of Tg(*hsp70*:dn-xBrg1) transgenic hearts. (**a**–**h**) RNAscope *in situ* hybridization analysis with *cdkn1a* (**a**–**d**) and *cdkn1c* (**e**–**h**) probes on frozen sections of uninjured wild-type (WT) hearts (**a**,**e**), injured WT hearts at 3 d.p.a. (**b**,**f**), injured WT sibling hearts at 14 d.p.a. (**c**,**g**) and injured Tg(*hsp70*:dn-xBrg1) transgenic hearts at 14 d.p.a. (**d**,**h**). Note the robust induction of *cdkn1a* (**d**) and *cdkn1c* (**h**) induction in Tg(*hsp70*:dn-xBrg1) transgenic hearts compared with WT sibling hearts at 14 d.p.a. after heat shock. Black arrowheads indicate the *cdkn1a* or *cdkn1c* signals. The panels below **a**–**h** are higher-magnification images of areas in squares of **a**–**h**. (**i**–**p**) Bright-field images of *cdkn1a* (**i**–**l**) and *cdkn1c* (**m**–**p**) expression by RNAscope merged with immunostaining signal images of MF20 on frozen sections of uninjured WT hearts (**i**,**m**), injured WT hearts at 3 d.p.a. (**j**,**n**), injured WT sibling hearts at 14 d.p.a. (**k**,**o**) and injured Tg(*hsp70*:dn-xbrg1) transgenic hearts at 14 d.p.a. (**i**,**p**). Higher-magnification images of squared areas of **i**–**p** are shown below their respective panels. Note that both *cdkn1a* (**i**) and *cdkn1c* (**m**) are normally expressed in cardiomyocytes in uninjured WT hearts, and that they are highly induced in MF20-positive cardiomyocytes of Tg(*hsp70*:dn-xBrg1) transgenic hearts (**l**,**p**) compared with WT sibling hearts (**k**,**o**) at 14 d.p.a. White arrowheads show *cdkn1a* or *cdkn1c* signals in cardiomyocytes. Tg, Tg(*hsp70*:dn-xBrg1); (+) HS, heat shock; Scale bars, 100 μm.

**Figure 6:**
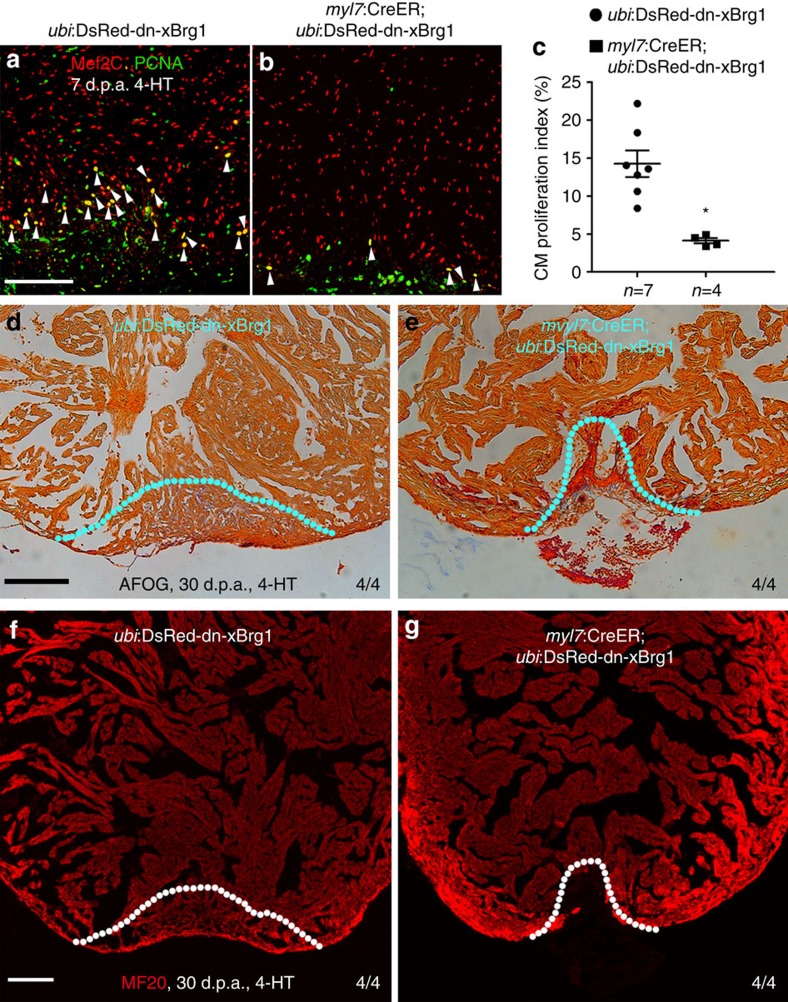
Myocardial-specific inhibition of Brg1 interferes heart regeneration. (**a**–**c**) PCNA^+^/Mef2C^+^ proliferating cardiomyocytes decreased in Tg(*myl7*:CreER; *ubi*:DsRed-dn-xBrg1) transgenic hearts (**b**) compared with control Tg(*ubi*:DsRed-dn-xBrg1) transgenic hearts (**a**) at 7 d.p.a. Statistics of cardiomyocyte proliferation index is shown (*P<0.05; data presented are mean±s.e.m.; paired Student’s *t*-test) (**c**). White arrowheads point to PCNA^+^/Mef2C^+^ proliferating cardiomyocytes; *n*, the number of hearts analysed; *ubi*:DsRed-dn-xBrg1 stands for Tg(*ubi*:loxP-DsRed-STOP-loxP-dn-xBrg1); tamoxifen (4-HT) was applied at 3 days before injury. (**d**,**e**) AFOG staining revealed accumulated fibrin and fibrosis in Tg(*myl7*:CreER; *ubi*:DsRed-dn-xBrg1) transgenic hearts (**e**) compared with control Tg(*ubi*:DsRed-dn-xBrg1) transgenic hearts (**d**) at 30 d.p.a. (**f**,**g**) MF20 staining showed compromised myocardial regeneration in Tg(*myl7*:CreER; *ubi*:DsRed-dn-xBrg1) transgenic hearts (**g**) compared with control Tg(*ubi*:DsRed-dn-xBrg1) transgenic hearts (**f**) at 30 d.p.a. 4/4, all 4 hearts analysed showed the same phenotype. Scale bars, 100 μm.

**Figure 7:**
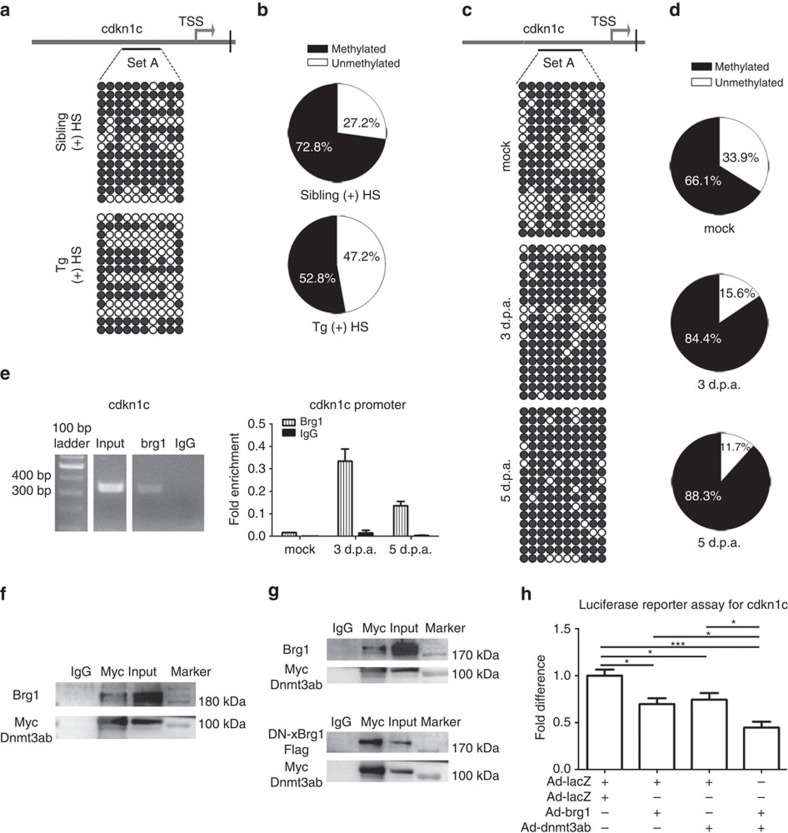
Brg1 represses *cdkn1c* expression by increasing the level of DNA methylation in its promoter region. (**a**) Methylation patterns of 10 individual CpG sites in the *cdkn1c* promoter of Tg(*hsp70*:dn-xBrg1) and wild-type sibling hearts after daily heat shock from 5 to 14 d.p.a. Upper panel, schematic of 10 CpG island sites (set A) of the *cdkn1c* promoter region and transcription start site (TSS); lower panels, *cdkn1c* methylation patterns of wild-type sibling (sibling) and dn-xBrg1 transgenic (tg) hearts, with open circles for ‘unmethylated’ and filled circles for ‘methylated’ CpG islands. Methylated DNA sequences were obtained by bisulfite sequencing. Note decreased methylation of *ckkn1c* promoter in dn-xBrg1 transgenic hearts (**b**). (**c**) *cdkn1c* promoter methylation of 10 individual CpG sites (set A) of mock, 3 d.p.a. and 5 d.p.a. wild-type hearts. The percentages of unmethylated (white) and methylated (black) DNA from **a** and **b** are shown in **b** and **d**. (**e**) Left panel, ChIP assays with anti-Brg1 antibody. Right panel, quantitation of Brg1 immunoprecipitated *cdkn1c* promoter in wild-type mock, 3 d.p.a. and 5 d.p.a. hearts. Data are presented as Brg1 enrichment relative to control IgG. The 335 bp DNA fragment within the *cdkn1c* promoter region (−1,625 to −1,290 bp) was amplified from immunoprecipitated DNA of mock, 3 d.p.a. and 5 d.p.a. hearts by anti-Brg1 antibody or control IgG. (**f**) Immunoprecipitation by anti-Myc antibody in 293T cells over-expressing Brg1 and Myc-tagged Dnmt3ab. (**g**) Upper panel, immunoprecipitation of Brg1 and Myc-Dnmt3ab by Myc antibody or control IgG antibody in H9C2 cells over-expressing Brg1 and Myc-tagged Dnmt3ab. Lower panel, immunoprecipitation of dn-xBrg1-Flag and Myc-Dnmt3ab by Myc antibody or IgG antibody in H9C2 cells over-expressing dn-xBrg1-Flag and Myc-Dnmt3ab. (**h**) Luciferase reporter assays showed that over-expression of zebrafish *brg1* and *dnmt3ab* synergistically suppressed the transcription of *cdkn1c* in 293T cells. 293T cells were transfected/infected with the indicated adenoviral constructs and luciferase reporter constructs, and those cells were then collected and measured for luciferase activity at 24 h after transfection/infection. Equal amounts of adenovirus were used for each group. Firefly luciferase activity was normalized by *Renilla* luciferase activity (*P<0.05, ***P<0.001; data are mean±s.e.m.; one-way analysis of variance followed by Bonferroni’s multiple comparison test).

**Figure 8:**
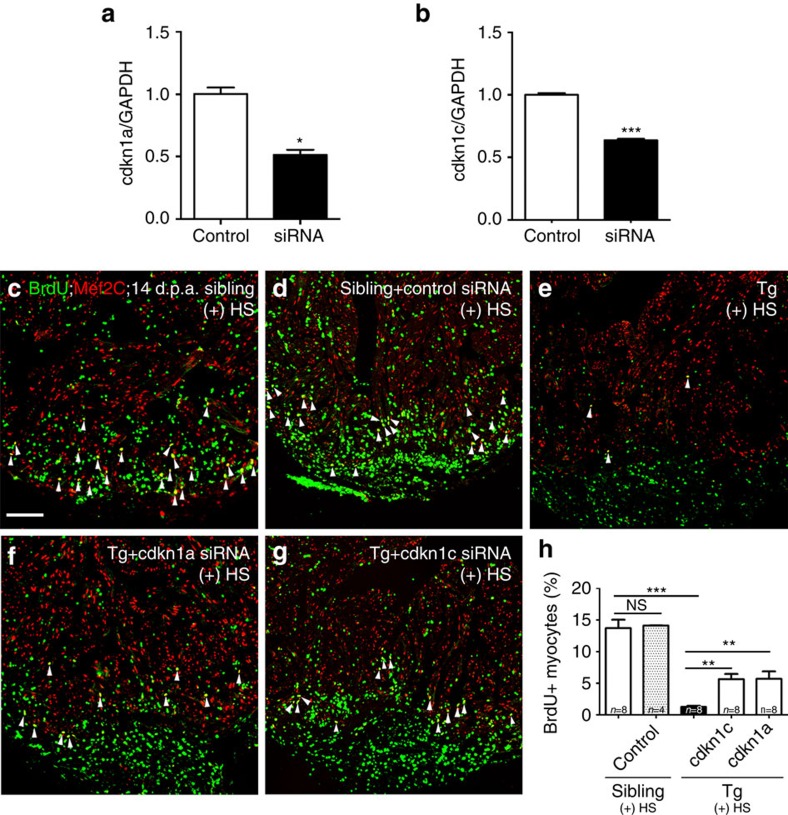
siRNA knockdown of either *cdkn1a* or *cdkn1c* partially rescues proliferating cardiomyocytes in the Tg(*hsp70*: dn-xBrg1) heart. (**a**,**b**) Quantitative PCR showed that nanoparticle-encapsulated siRNA efficiently decreased the RNA levels of *cdkn1a* and *cdkn1c* in wild-type hearts at 2 d.p.a., into which control and *cdkn1a* (**a**) or *cdkn1c* (**b**) siRNA were injected at 1 d.p.a. The RNA level was normalized to GAPDH (*P<0.05, ***P<0.001; data presented are mean±s.e.m.; paired Student’s *t*-test). (**c**–**h**) Ventricular apex amputation was performed in wild-type siblings and Tg(*hsp70*:dn-xBrg1) zebrafish, followed by heat shock treatment for 30 min daily from 5 to 14 d.p.a. The Mef2C^+^/BrdU^+^ double-positive cardiomyocytes were comparable in control siRNA-injected (**d**) and uninjected (**c**) hearts. Either encapsulated *cdkn1a* (**f**) or *cdkn1c* (**g**) siRNA partially rescued the ratio of Mef2C^+^/BrdU^+^ double-positive cardiomyocytes in Tg(*hsp70*:dn-xBrg1) hearts compared with those in uninjected control transgenic hearts (**e**). Scale bar, 100 μm. (**h**) Statistics of **c**–**g** (**P<0.01, ***P<0.001; data are mean±s.e.m.; one-way analysis of variance followed by Bonferroni’s multiple comparison test). The number (*n*) of hearts analysed in each group is indicated in each bar.

# Supplementary material for: Chromatin-remodelling factor Brg1 regulates myocardial proliferation and regeneration in zebrafish
**Source:** Nat Commun. 2016 Dec 8;7:13787. doi: 10.1038/ncomms13787
**Supplement:** Supplementary Informations — Supplementary Figures and Supplementary Tables.

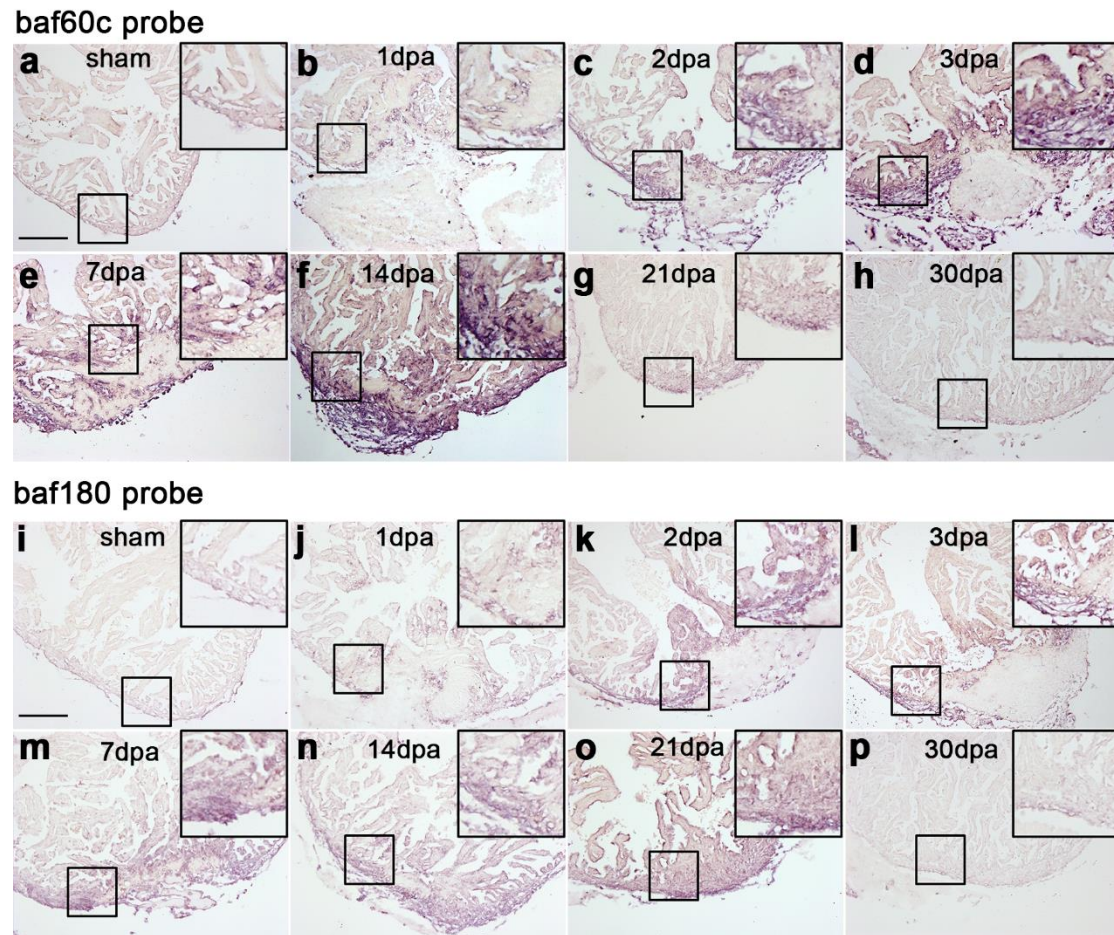

**Supplementary Figure 1. *Baf60c* and *baf180* are induced during cardiac regeneration in zebrafish.** RNA *in situ* hybridization was performed on paraffin sections from sham-operated adult hearts (a and i) and those with amputated ventricular apices from 1 to 30 dpa (b-h and j-p) with digoxigenin-labeled *baf60c* probe (a-h) or *baf180* probe (i-p). Higher-magnification images of areas in squares were shown in the upper-right corners of panels a-p. Scale bars, 100  $\mu$ m.

**Representative data from 3 independent experiments (n=5 hearts).**

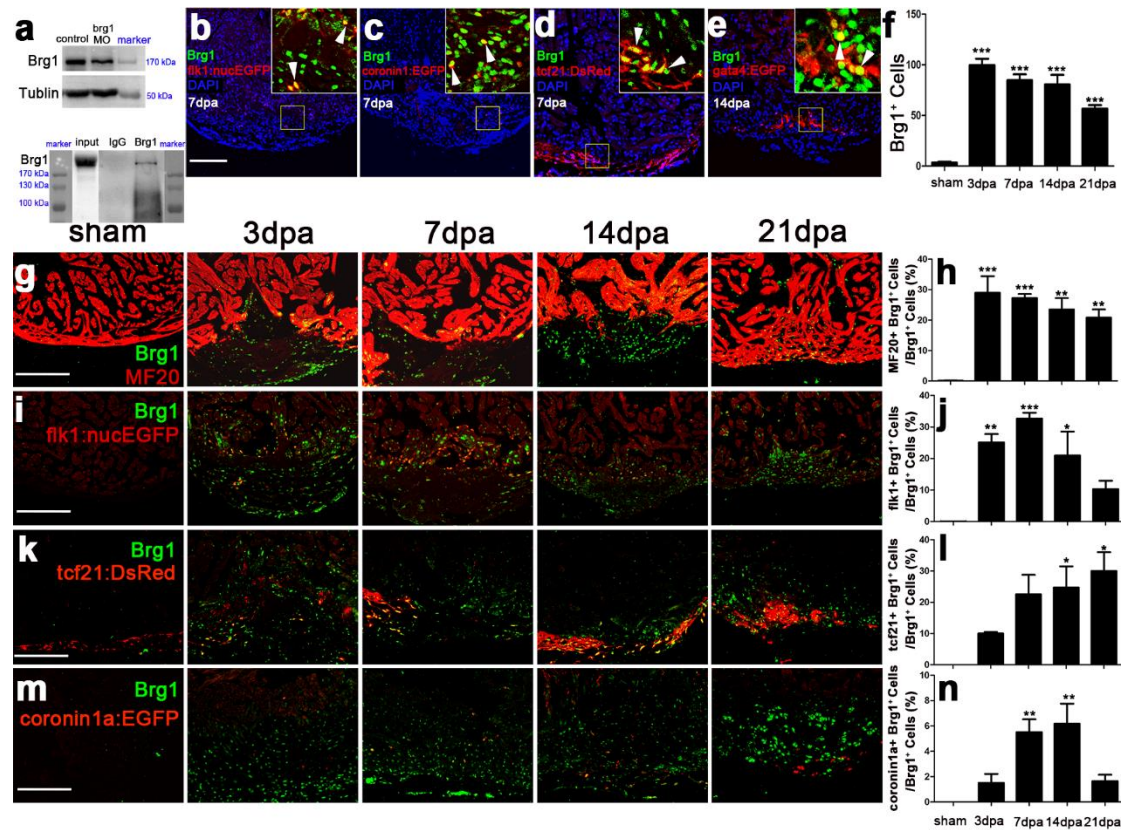

**Supplementary Figure 2. Brg1 is activated in multiple types of cells during cardiac regeneration.** (a) Upper panel, western blot with anti-Brg1 antibody showing that Brg1 decreased in *brg1* morphant embryos compared with control embryos at 48 hpf. Tubulin served as a loading control. Lower panel, Immunoprecipitation (IP) by anti-Brg1 antibody showing that Brg1 antibody was able to pull down the endogenous Brg1 of adult zebrafish hearts at 7 dpa. (b-e) Immunostaining of Brg1 and EGFP or DsRed on paraffin sections of injured hearts, in which the endocardium/endothelium were labeled by Tg(*flk1*:nucEGFP) at 7 dpa (b), macrophages and neutrophils by Tg(*coronin1a*:EGFP) at 7 dpa (c), the epicardium by Tg(*tcf21*:DsRed) at 7 dpa (d), and the myocardium by Tg(*gata4*:EGFP) at 14 dpa (e). In the upper-right corners of panels b-e, higher magnification images show that Brg1 was located in the endocardium (b), macrophages/neutrophils (c), the epicardium (d), and the myocardium (e). (f) Quantification of Brg1-positive cells of sham and injured hearts from 3 to 21 dpa. (g-n) Immunostaining of Brg1 and MF20 (g), Brg1 and *flk1*:nucEGFP (i), Brg1 and *tcf21*:DsRed (k), as well as Brg1 and *coronin1a*:EGFP (m) of sham and injured hearts from 3 to 21 dpa. Quantification of Brg1<sup>+</sup> cells co-expressing MF20 (h), Brg1<sup>+</sup> cells co-expressing *flk1*:nucEGFP (j), Brg1<sup>+</sup> cells co-expressing *tcf21*:DsRed (i), and Brg1<sup>+</sup> cells co-expressing *coronin1a*:EGFP (n). Scale bars, 100  $\mu$ m. For all quantifications, data are mean  $\pm$  s.e.m.; one-way ANOVA followed by Dunnett's Multiple Comparison Test, \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001.

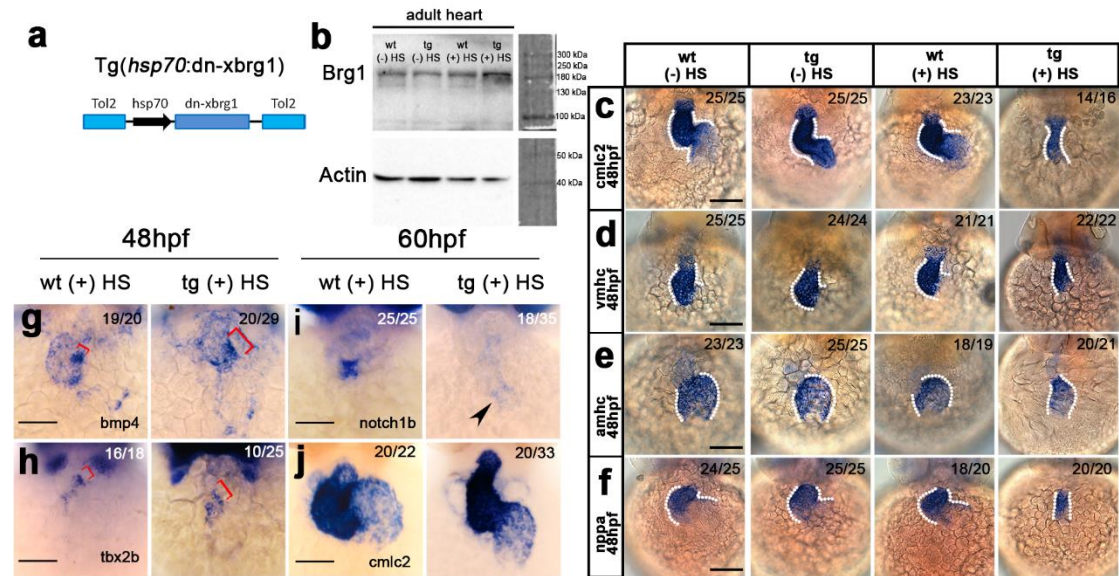

**Supplementary Figure 3. Overexpression of *Xenopus* dominant-negative Brg1 (*dn-xBrg1*) inhibits *brg1* function in zebrafish.** (a) Schematic of the Tol2-based construct of conditional expression of *dn-xBrg1* driven by the heat-shock promoter 70 (*hsp70*). (b) Western blots showing that heat-induced *dn-xBrg1* protein increased in transgenic adult hearts (tg) compared with those in non-transgenic wild-type siblings (wt) with (+HS) or without heat shock (-HS), or transgenic adult hearts without heat shock (-HS). Alpha-actin served as a loading control. (-) HS, without heat shock; (+) HS, with heat shock. (c-f) Heart tube became stenotic and abnormal looping in tg embryos compared with wt sibling embryos at 48 hpf after heat shock (30 min each time at 5 hpf, 17 hpf, 29 hpf, and 41 hpf) or wt and tg embryos without heat shock. The heart tube was labeled by *in situ* hybridization with *cmlc2*, *vmhc*, *amhc*, or *nppa* probes. (g-i) In situ hybridization showing that cardiac genes *bmp4*, *tbx2b*, and *notch1b* were abnormally expressed in tg embryos compared with wt sibling embryos after heat shock (30 min each time at 9 hpf, 33 hpf and 57 hpf) (g, h, i). Note the expanded *bmp4* (g) and *tbx2b* (h) domains and decreased expression of *notch1b* in the atrioventricular canal of tg embryos (i). (j) Heart tube, labeled by *cmlc2*, became stenotic but the atrium and ventricle were specified in tg embryos compared with wt sibling embryos at 60 hpf after heat shock. Red brackets indicate expression domains of atrioventricular canal markers (*bmp4* and *tbx2b*); black arrowheads point to decreased expression of *notch1b* in tg embryos; number of the right-upper corners showing the number of phenotypic embryos out of the total embryos analyzed. Scale bars, 100  $\mu$ m.

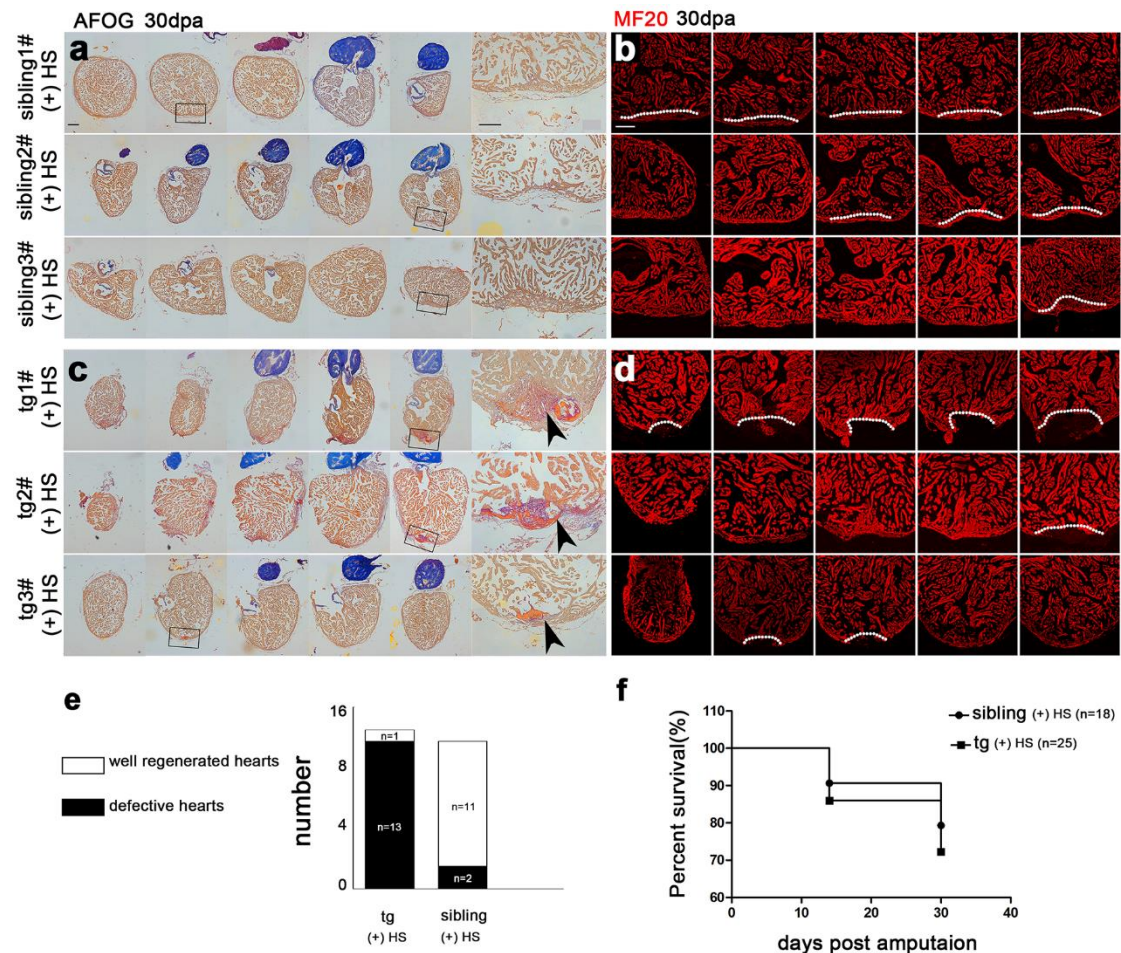

**Supplementary Figure 4. Inhibition of *brg1* impairs cardiac regeneration.** (a-d) Three wild-type (wt) sibling hearts (a-b) and 3 dn-xBrg1 transgenic (tg) hearts (c-d) at 30 dpa with heat shock treatment from 5dpa to 30dpa were subjected to serial sections, and half of sections were then used for AFOG staining (a, c) and half for MF20 immunofluorescence staining (b, d). Higher-magnification images of areas in squares were shown in the right side of panels a and c. Note cardiac fibrosis (black arrowheads) and compromised myocardial regeneration (dashed lines) in tg hearts (c, d) compared with perfect heart regeneration in wt sibling hearts (a, b). Scale bars, 100  $\mu$ m. (e) Quantification of defective hearts; the number of well-regenerated hearts (white) or defective hearts (black) in each group was indicated in each bar (n=13 for sibling and n=14 for dn-xBrg1 transgenic total hearts). (f) Heat-induced lethality of wt siblings (n=18) and tg zebrafish (n=25) after heat shock at 14 dpa and 30 dpa.

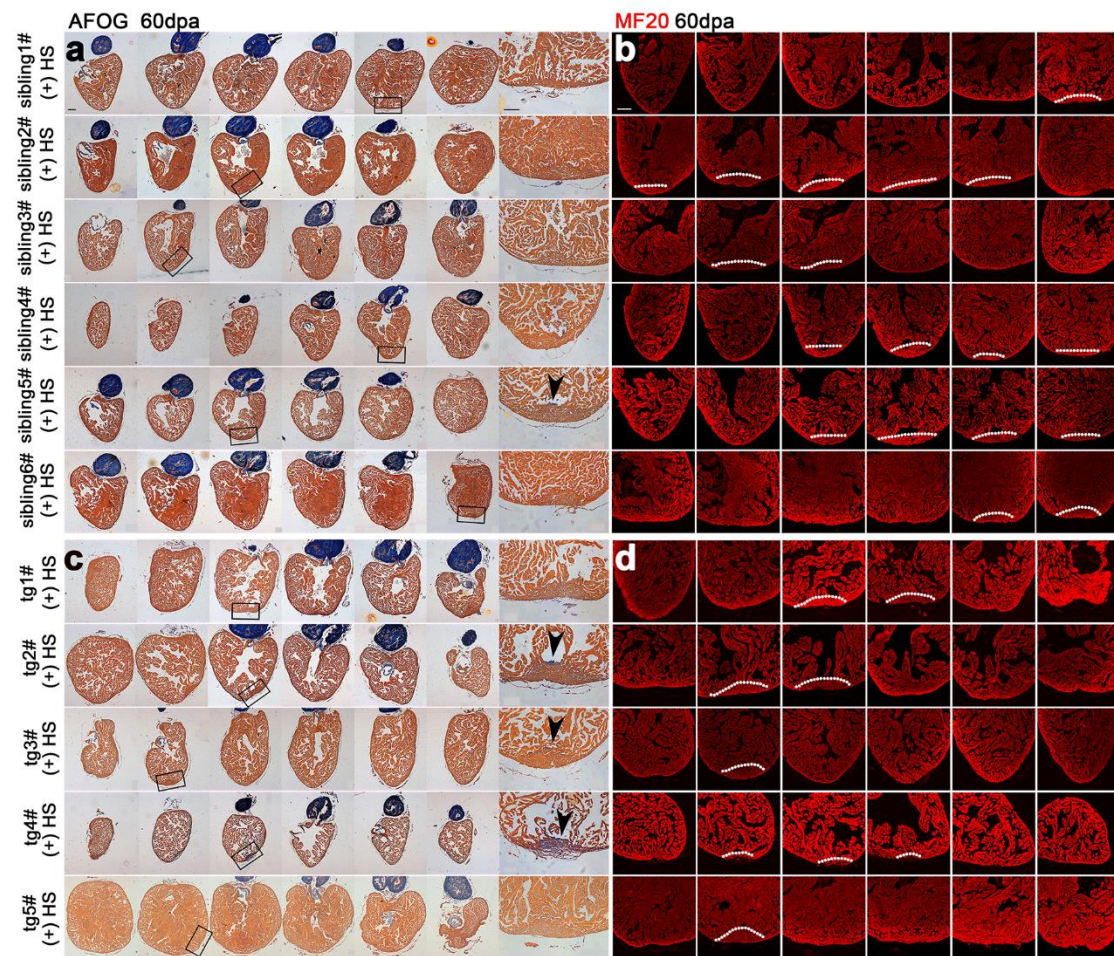

**Supplementary Figure 5. Inhibition of Brg1 causes permanent defects in heart regeneration.** Six wild-type (wt) sibling hearts (a-b) and 5 dn-xBrg1 transgenic (tg) hearts (c-d) at 60 dpa (heat shock treatment only from 5dpa to 30dpa) were subjected to serial sections, and half of sections were then used for AFOG staining (a, c) and half for MF20 immunofluorescence staining (b, d). Higher-magnification images of areas in squares were shown in the right side of panels a and c. Note that 3 of 5 tg hearts had fibrosis and compromised myocardial regeneration even although they had no heat-induced dn-xBrg1 proteins from 30 to 60 dpa. Arrowheads indicate fibrosis. Scale bars, 100  $\mu$ m.

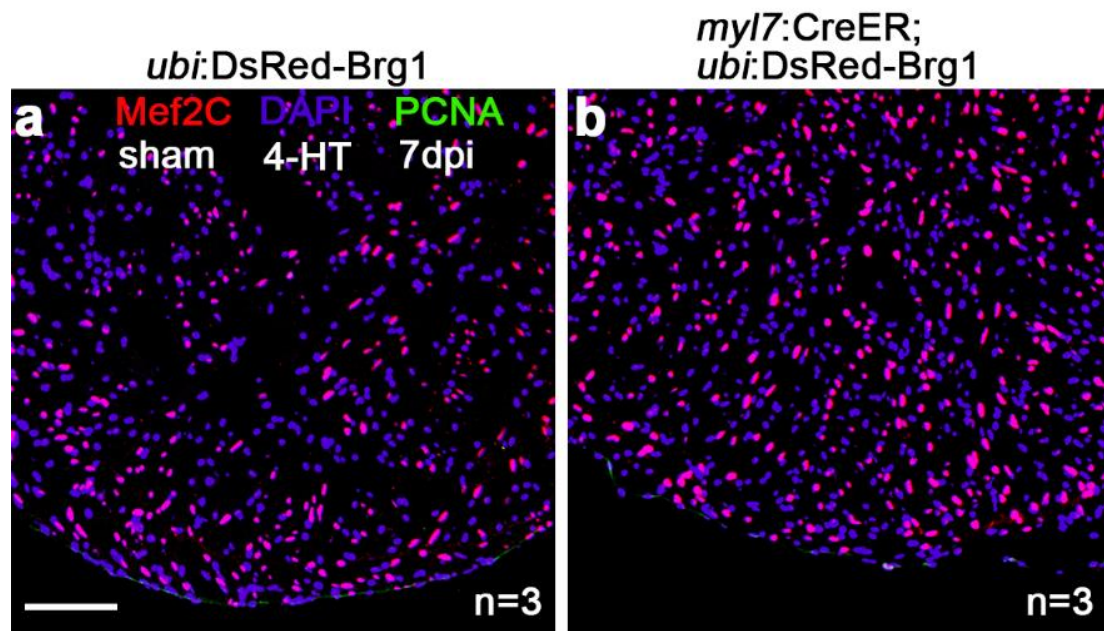

**Supplementary Figure 6. Cardiomyocyte-specific overexpression of *brg1* is not sufficient to induce myocyte proliferation.** PCNA<sup>+</sup>/Mef2C<sup>+</sup> proliferating cardiomyocytes were not increased in uninjured Tg(*myl7:CreER*; *ubi:loxP-DsRed-STOP-loxP-Brg1*) transgenic hearts (b) compared with uninjured control Tg(*ubi:loxP-DsRed-STOP-loxP-Brg1*) hearts (a). Hearts were induced by tamoxifen for 24hr, and 7 days post inducement paraffin heart sections were costained for PCNA (green), Mef2C (red) and DAPI (purple). n=3; Scale bar, 100μm.

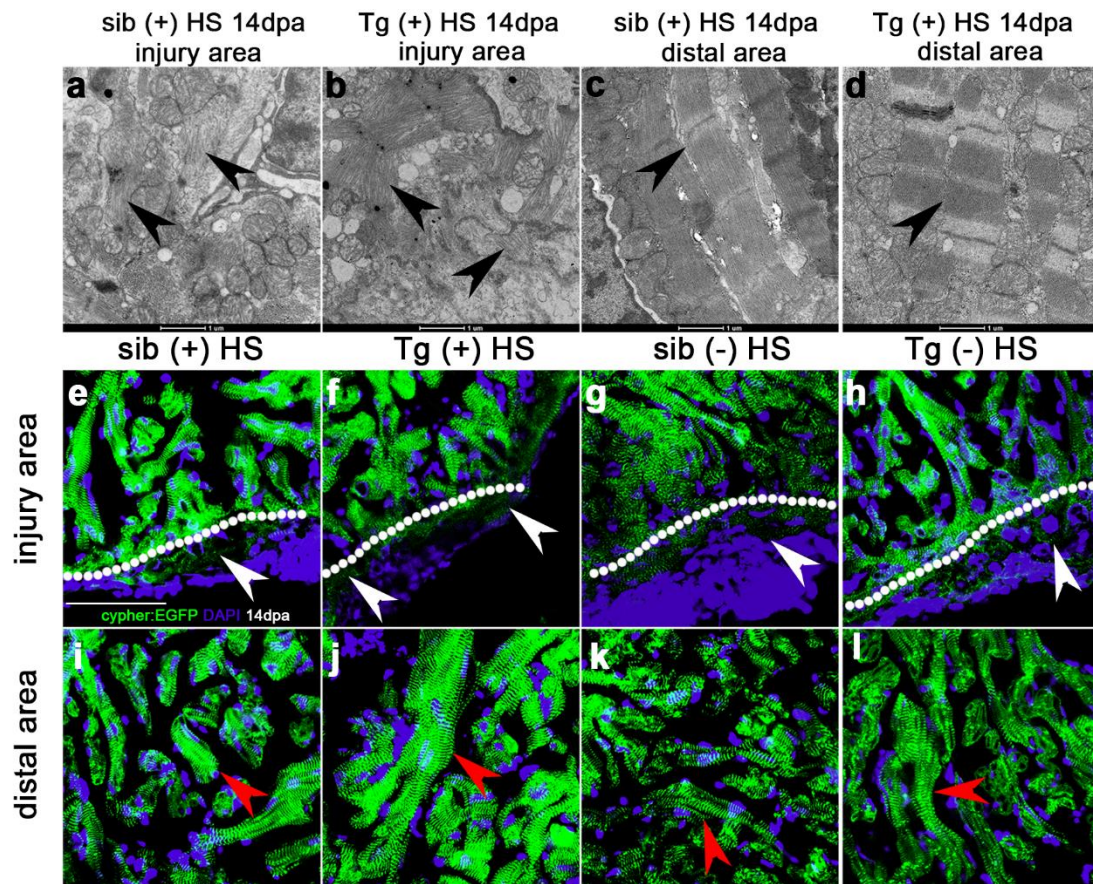

**Supplementary Figure 7. Inhibition of Brg1 has no effect on cardiac sarcomere disassembly during heart regeneration.** (a-d) Transmission electron microscopy images of myocytes of wt sibling (sib) (a, c), and Tg(*hsp70:dn-xBrg1*) transgenic (tg) heart (b, d) at 14 dpa. Note the normal sarcomere structures (black arrowhead) in distal cardiomyocytes from the injury site (c, d) and sarcomere disarray (black arrowhead) in cardiomyocytes in the injury site of both tg and wt hearts with heat shock treatment (a, b). Scale bars, 1 μm. (e-h) Z-disks were labeled by using cypher-EGFP fusion protein. Cypher-EGFP-labeled sarcomere was all disarrayed in cardiomyocytes near the injury site (e-h), but was normal in distal area (i-l), of tg and wt sibling hearts at 14 dpa with or without heat-shock treatment. White arrowheads indicate sarcomere disarray (e-h) while red arrowheads indicate normal sarcomeres (i-l). DAPI co-stained for the nuclei; Scale bar, 50 μm.

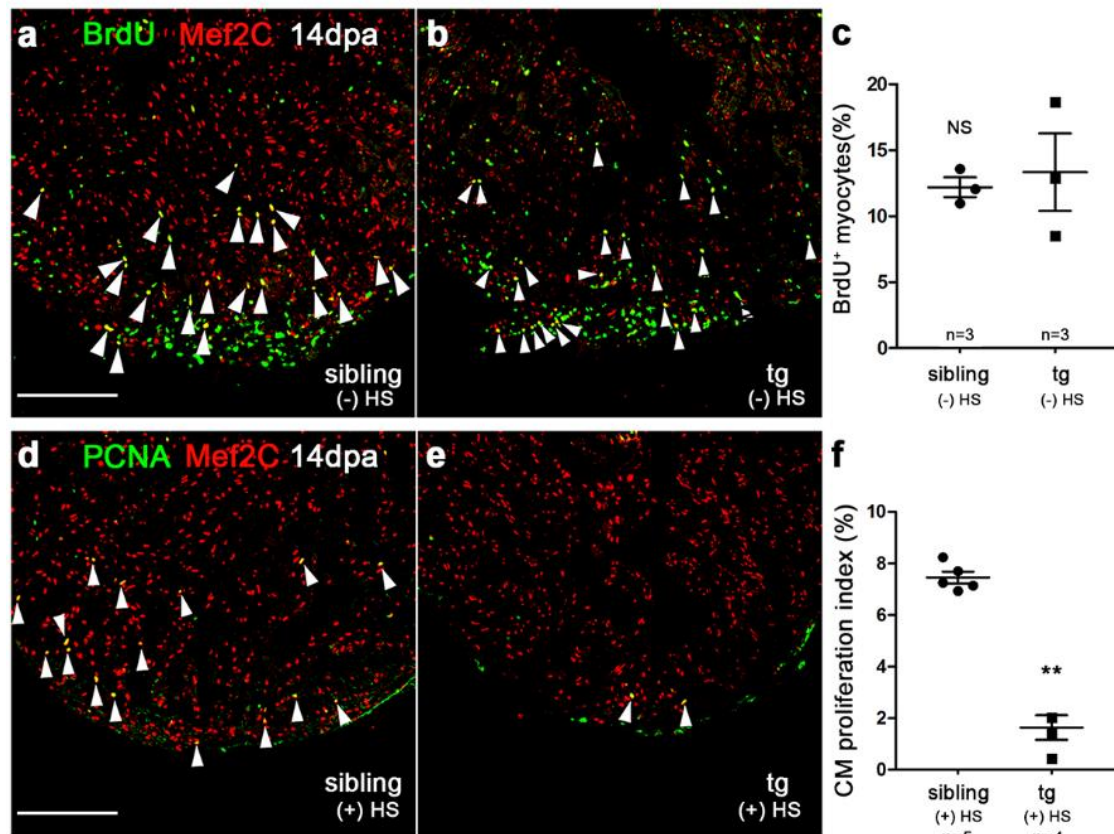

**Supplementary Figure 8. Inhibition of *brg1* impairs cardiac regeneration.** (a-c) BrdU<sup>+</sup>/Mef2C<sup>+</sup> proliferating cardiomyocyte were comparable between wt sibling hearts (a) and dn-xBrg1 transgenic hearts (b) at 14 dpa without heat shock treatment [(-) HS]. (c) Percentages of BrdU<sup>+</sup>/Mef2C<sup>+</sup> cardiomyocytes in the injured area. (d-f) PCNA<sup>+</sup>/Mef2C<sup>+</sup> proliferating cardiomyocytes (arrowheads) decreased in dn-xBrg1 tg hearts (e) compared with wt sibling hearts (d) at 14 dpa with heat shock treatment. (f) Quantification of cardiomyocyte proliferation assessed by PCNA<sup>+</sup>/Mef2C<sup>+</sup> staining. Scale bars, 100  $\mu$ m. Data presented are mean  $\pm$  s.e.m.; paired Student's *t*-test, sample numbers are listed under each group, \*\*  $p < 0.01$ .

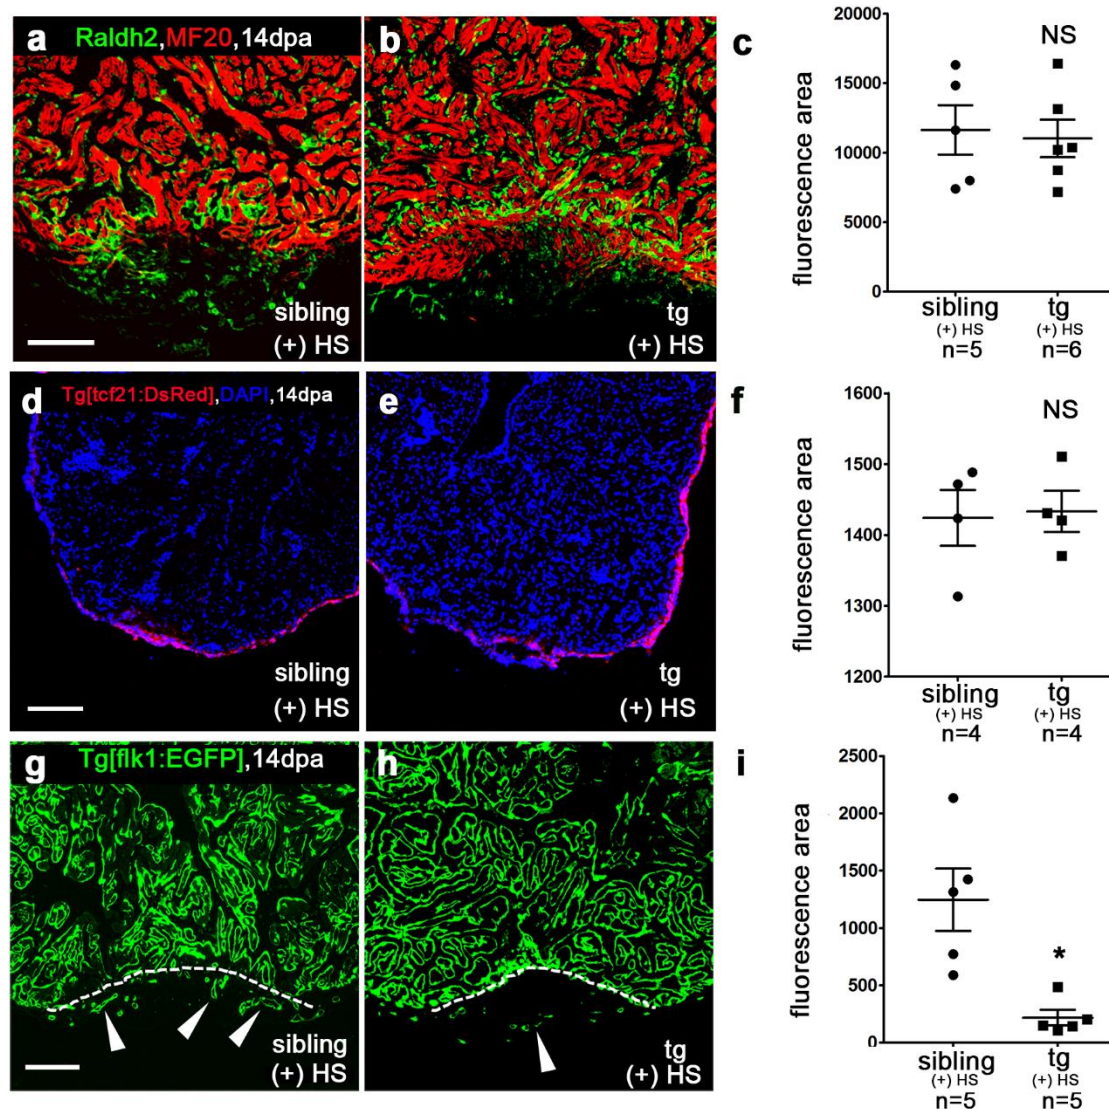

**Supplementary Figure 9.** (a-c) Levels of Raldh2 assessed by immunostaining with anti-Raldh2 (green) and anti-myosin heavy-chain (MF20) (red) were comparable in wild-type sibling (a) and Tg(*hsp70:dn-xBrg1*) (b) hearts at 14 dpa. (c) Quantification of the fluorescence intensity of Raldh2 signals in the original wound sites. (d-f) Tcf21:DsRed signal was comparable in Tg(*tcf21:DsRed*) control hearts (d) and Tg(*hsp70:dn-xBrg1;tcf21:DsRed*) transgenic hearts (e) at 14 dpa. (f) Quantification of the fluorescence intensity of tcf21-DsRed signals was shown (g-i) Coronary vessels were reduced in Tg(*hsp70:dn-xBrg1;flk1:EGFP*) transgenic hearts (h) compared with those in wild-type Tg(*flk1:EGFP*) sibling hearts (g) at 14 dpa. The resection sites are marked with dashed lines. (i) Quantification of the fluorescence intensity of flk1-EGFP signals in the original wound sites was shown Heat shock was applied from 5 to 14 dpa. Scale bars, 100 μm. Data presented are mean ± s.e.m., paired Student's *t*-test); NS, no significant difference; \*p < 0.05, sample numbers are listed under each group.

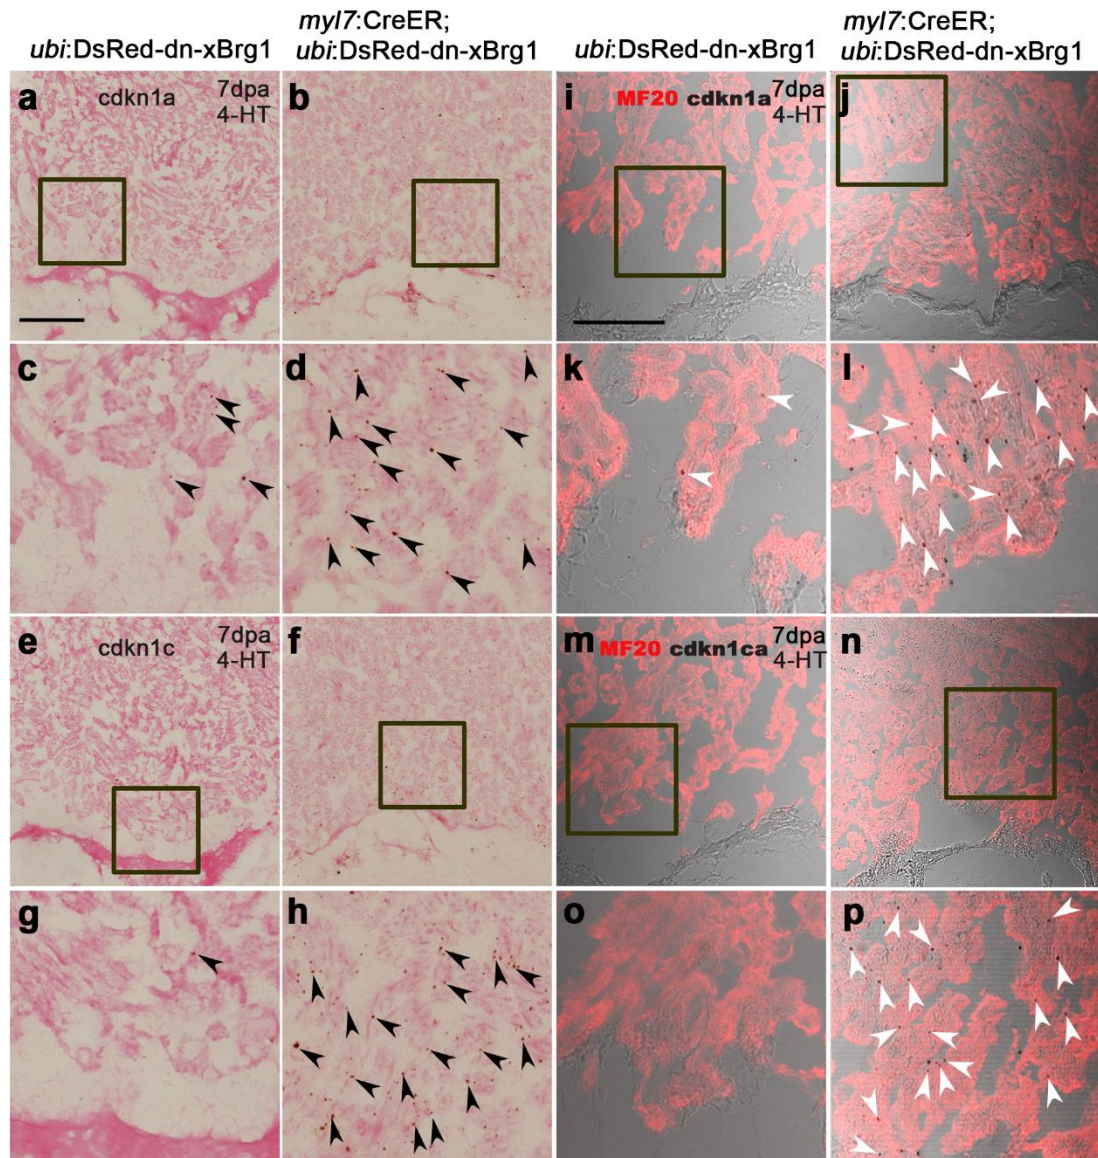

**Supplementary Figure 10. *cdkn1a* and *cdkn1c* are induced in Tg(*myl7*:CreER; *ubi*:DsRed-dn-xBrg1) transgenic hearts.** (a-h) RNAScope *in situ* hybridization analysis with *cdkn1a* (a-d) and *cdkn1c* (e-h) probes on frozen sections of injured control Tg(*ubi*:DsRed-dn-xBrg1) hearts (a, c, e, g) and injured Tg(*myl7*:CreER; *ubi*:DsRed-dn-xBrg1) transgenic hearts (b, d, f, h) at 7dpa after 4-HT induction. Panels c, d, g and h are high-magnification images of areas in squares in panels a, b, e and f. Black arrowheads indicate the RNAScope signals. (i-p) Bright-field views of *cdkn1a* (i-l) and *cdkn1c* (m-p) expression by RNAScope *in situ* hybridization, which were merged with MF20 antibody confocal images, on frozen sections of injured Tg(*ubi*:DsRed-dn-xBrg1) hearts (i, k, m, o) and injured Tg(*myl7*:CreER; *ubi*:DsRed-dn-xBrg1) transgenic hearts (j, l, n, p) at 7dpa after 4-HT induction. Panels k, l, o and p are high-magnification images of areas in squares in panels i, j, m and n. White arrowheads show RNAScope signals in cardiomyocytes. Scale bars, 100  $\mu$ m.

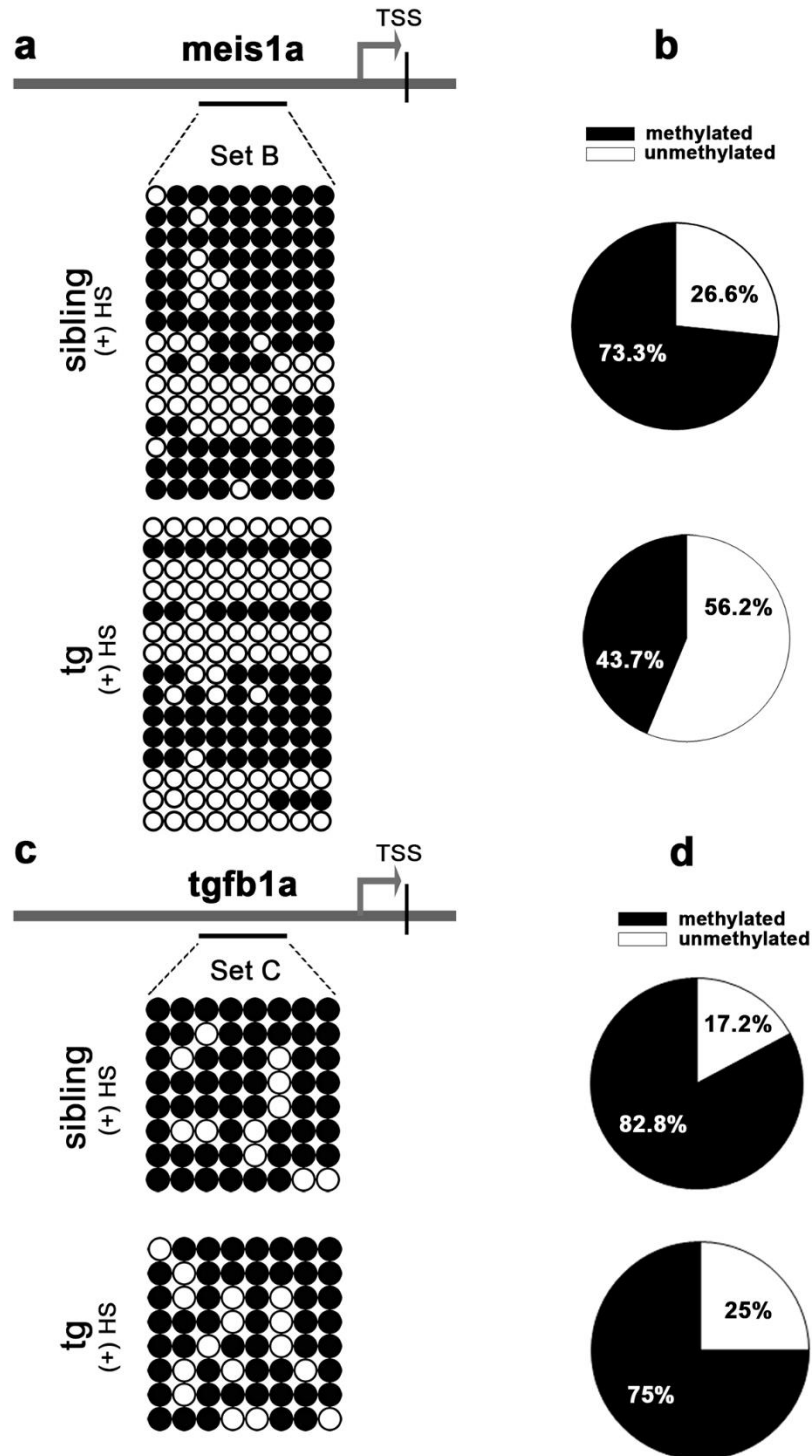

**Supplementary Figure 11.** (a) *meis1a* promoter methylation of 9 individual CpG sites (set B) of Tg(*hsp70:dn-xBrg1*) and wild-type sibling hearts after daily heat shock from 5 to 14 dpa. TSS, transcription start site; open circles, unmethylated CpG; filled circles, methylated CpG. (c) *tgfb1a* promoter methylation of 8 individual CpG sites (set C) of wild-type sibling and dn-xBrg1 transgenic (tg) hearts after daily heat shock from 5 to 14 dpa. The percentages of unmethylated (white) and methylated (black) DNA from panels a and c are shown in panels b and d. Note that both *meis1a* and *tgfb1a* promoters are less methylated in dn-xBrg1 transgenic hearts.

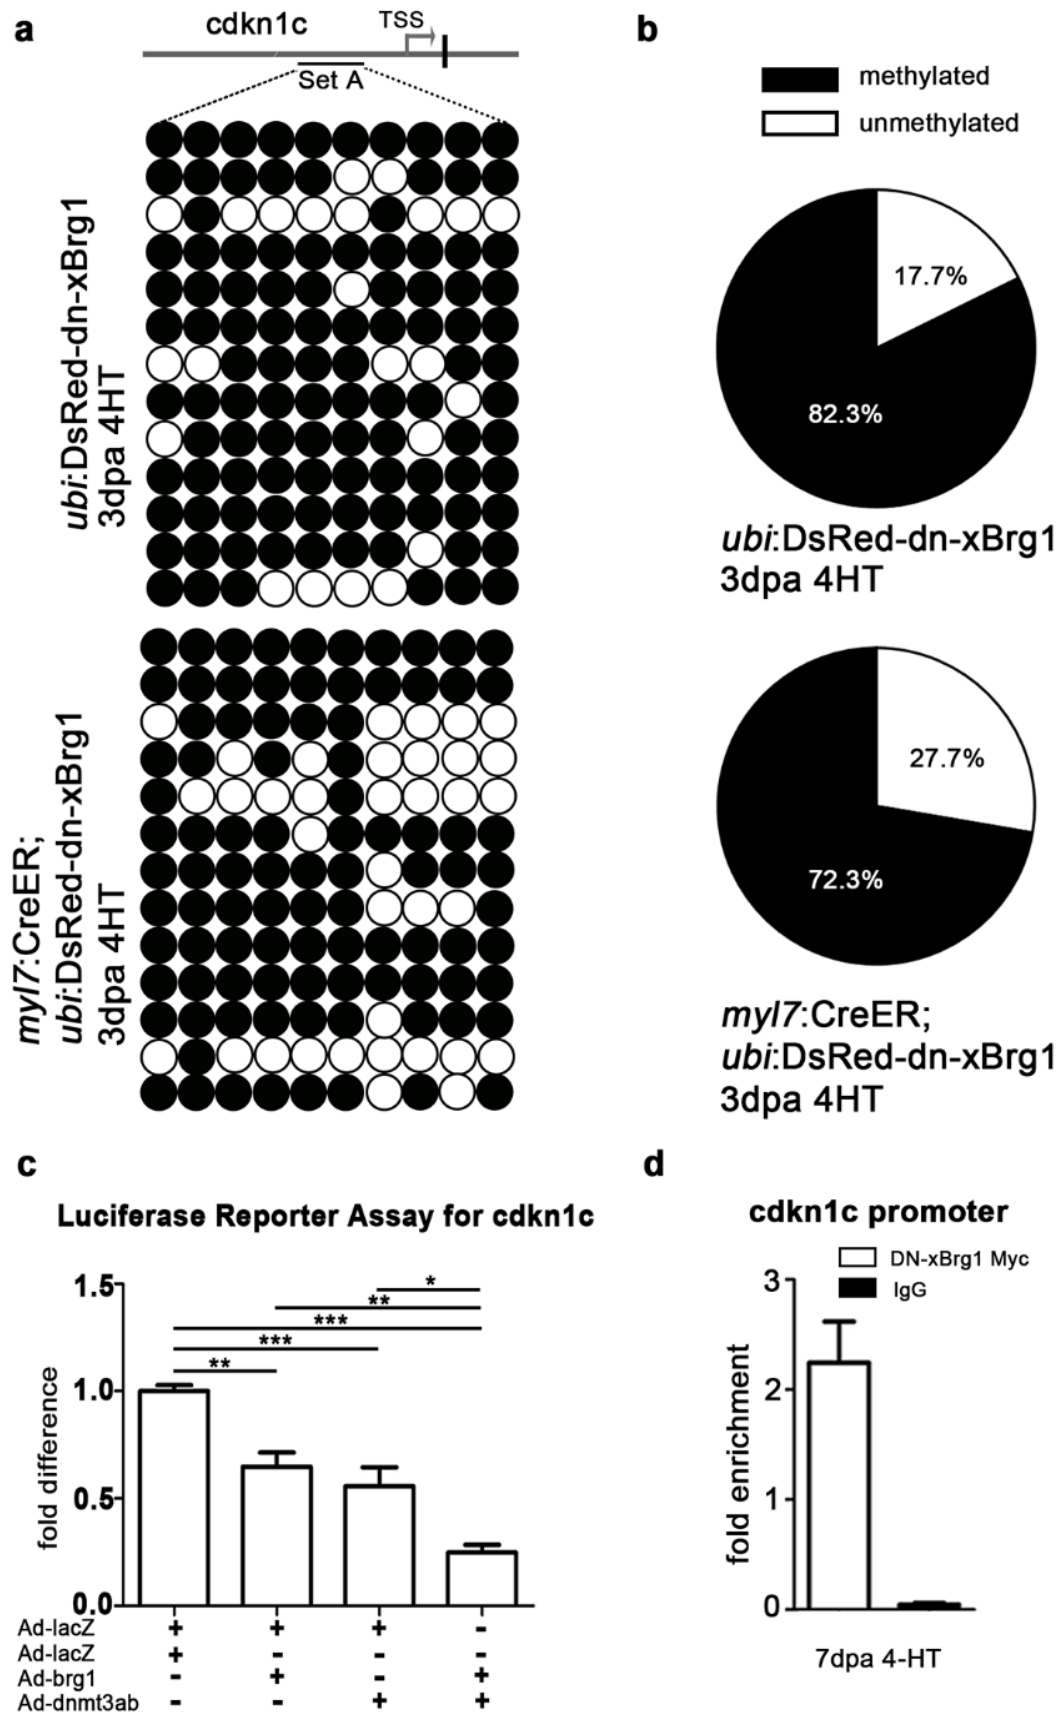

**Supplementary Figure 12.** (a, b) Methylation patterns of 10 individual CpG sites in the *cdkn1c* promoter of Tg(*myl7*:CreER; *ubi*:DsRed-dn-xBrg1) and control

Tg(*ubi*:DsRed-dn-xBrg1) transgenic hearts at 3 dpa. Upper panel, 10 CpG island sites (set A) of the *cdkn1c* promoter region and transcription start site (TSS); lower panels, *cdkn1c* methylation patterns of Tg(*ubi*:DsRed-dn-xBrg1) hearts and Tg(*myl7*:CreER; *ubi*:DsRed-dn-xBrg1) hearts at 3 dpa after 4HT induction, with open circles for “unmethylated” and filled circles for “methylated” CpG islands. Methylated DNA sequences were obtained by bisulfite sequencing. The percentages of unmethylated (white) and methylated (black) DNA from panels a are shown in panel b. (c) Luciferase reporter assays indicate that over-expression of zebrafish *brg1* and *dnmt3ab* suppressed the transcription of *cdkn1c* in cultured P4-rat neonatal cardiomyocytes. The P4-neonatal cardiomyocytes were transfected/infected with the indicated adenoviral constructs and luciferase reporter constructs (pREP4-*cdkn1c*-Luc and pREP4-*renilla*), and cells were collected and measured for luciferase activity at 24 h after transfection/infection. Equal amounts of adenovirus were used for each group. Firefly luciferase activity was normalized by *Renilla* luciferase activity (\*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.005$ ; data are mean  $\pm$  s.e.m.; one-way ANOVA followed by Bonferroni's Multiple Comparison Test). (d) ChIP assays with anti-Myc antibody showed that DN-xBrg1-Myc bound to the *cdkn1c* promoter in Tg(*myl7*:CreER; *ubi*:DsRed-dn-xBrg1-Myc) hearts at 7 dpa. Data are presented as Brg1 enrichment relative to control IgG.

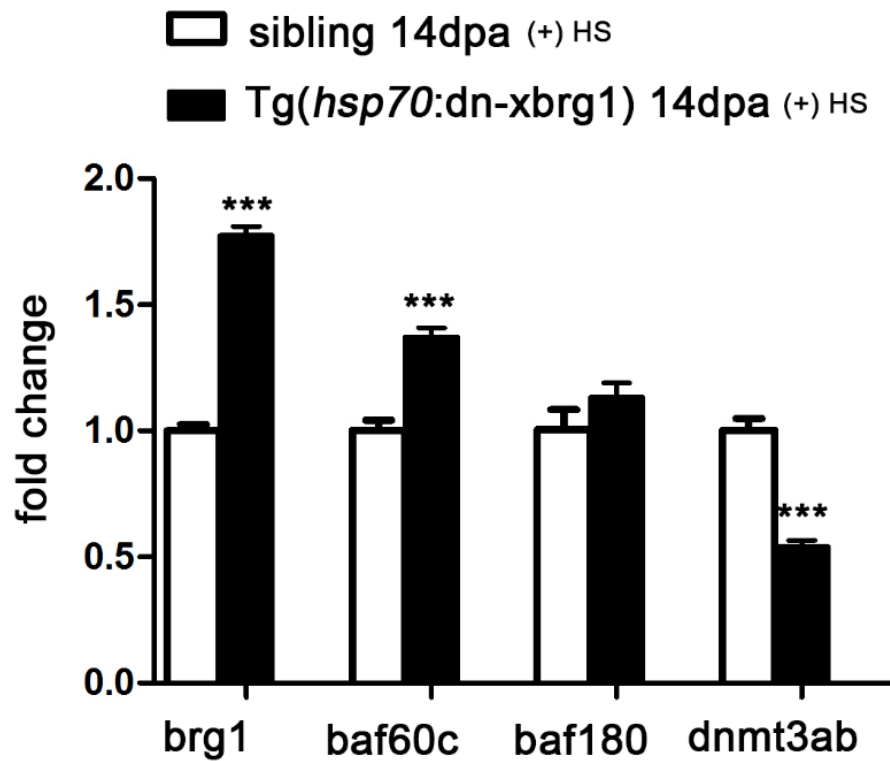

**Supplementary Figure 13. Inhibition of Brg1 induces *brg1* and *baf60c* but represses *dnmt3ab*.** RT-PCR revealed that *brg1* and *baf60c* were induced while *baf180* was not affected but *dnmt3ab* decreased in Tg(*hsp70:dn-xbrg1*) transgenic hearts compared with wild-type sibling hearts at 14dpa with heat shock from 5 to 14 dpa (\*\*\*)  $P < 0.001$ ; data presented are mean  $\pm$  s.e.m.; paired Student's *t*-test).

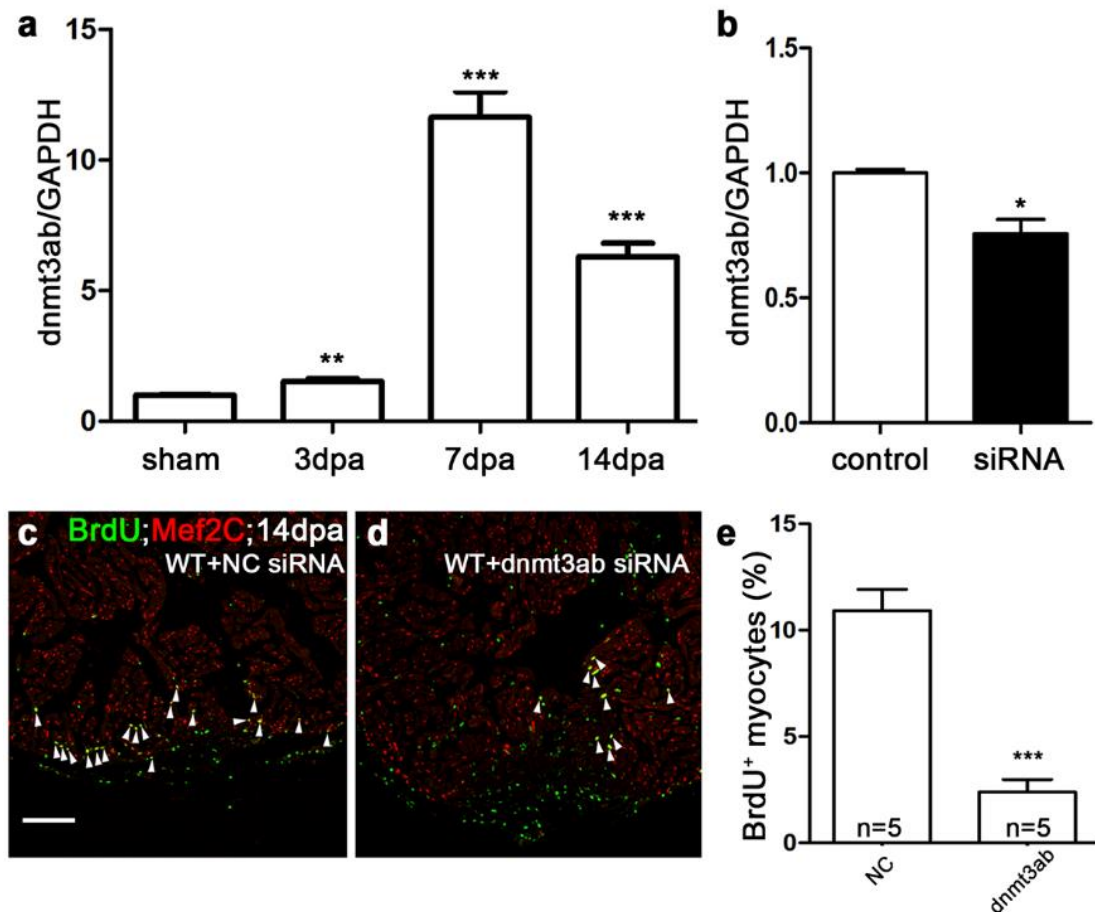

**Supplementary Figure 14. Dnmt3ab is required for myocardial proliferation.** (a) Quantitative PCR showed that *dnmt3ab* was induced in injured hearts at 3, 7, and 14 dpa compared with sham hearts (\*\* $P < 0.01$ ; \*\*\* $P < 0.001$ ; data presented are mean  $\pm$  s.e.m.; paired Student's *t*-test). (b) Quantitative PCR showed that nanoparticle-mediated *dnmt3ab* siRNA decreased the RNA level of *dnmt3ab* in wild-type hearts (\* $P < 0.05$ ; data presented are mean  $\pm$  s.e.m.; unpaired Student's *t*-test). (c-e) BrdU<sup>+</sup>/Mef2C<sup>+</sup> proliferating cardiomyocytes decreased in *dnmt3ab* siRNA hearts (d) compared with negative control (NC) siRNA heart (c) at 14 dpa. The number (n) of hearts analyzed in each group is indicated in each bar (\*\*\* $P < 0.001$ ; data presented are mean  $\pm$  s.e.m.; paired Student's *t*-test). Scale bar, 100 $\mu$ m.

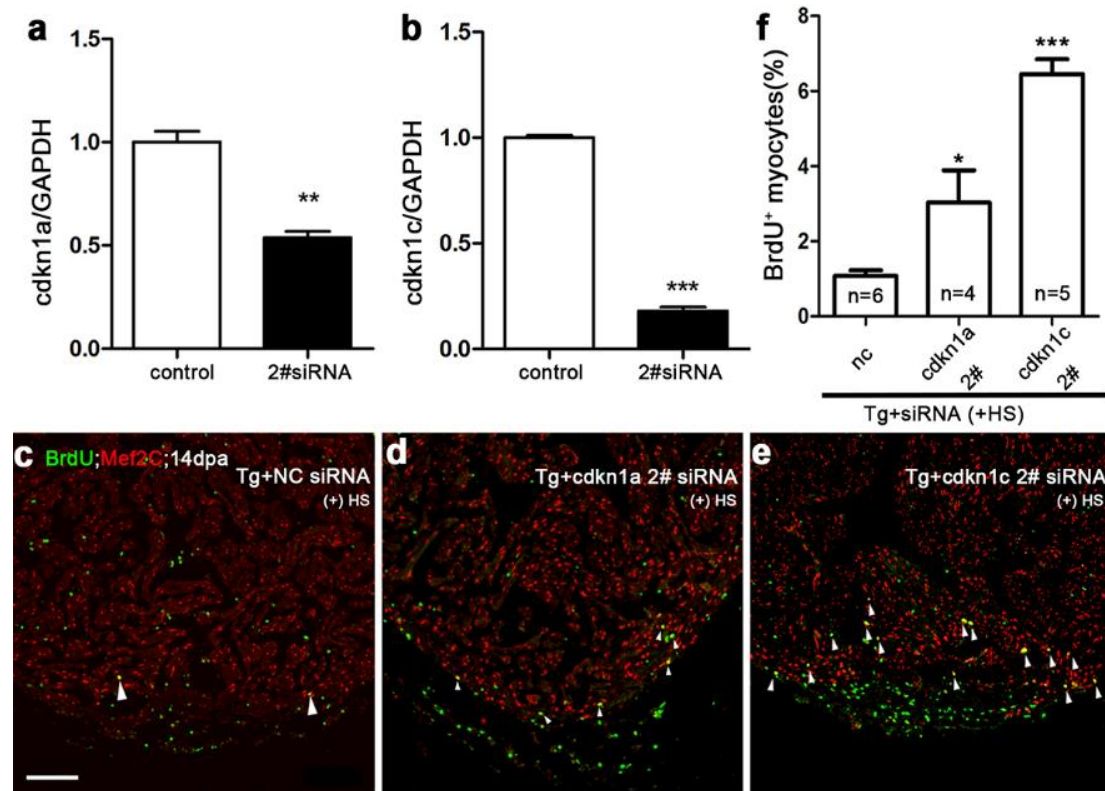

**Supplementary Figure 15. Simultaneous siRNA knockdown of either *cdkn1a* or *cdkn1c* increases myocardial proliferation in dn-xBrg1 transgenic hearts.** (a, b) Quantitative PCR showed that another independent siRNA for *cdkn1a* (a) or *cdkn1c* (b) decreased the RNA levels of *cdkn1a* and *cdkn1c* in wild-type hearts at 2 dpa. Control, *cdkn1a* 2# (a), or *cdkn1c* 2# (b) siRNA were injected at 1 dpa. The RNA level was normalized to GAPDH (\*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; data presented are mean  $\pm$  s.e.m.; paired Student's *t*-test). (c-f) BrdU<sup>+</sup>/Mef2C<sup>+</sup> proliferating cardiomyocytes increased in dn-xBrg1 transgenic hearts at 14 dpa injected with either *cdkn1a* 2# (d) or *cdkn1c* 2# (e) compared with control NC siRNA (c). Statistics of panels c-e is shown (f) (\* $p < 0.05$ , \*\*\* $p < 0.001$ ; data are mean  $\pm$  s.e.m.; one-way ANOVA followed by Dunnett's Multiple Comparison Test; nc served as control). The number (n) of hearts analyzed in each group is indicated in each bar; heat shock was applied from 5 to 14 dpa. Scale bar, 100μm.

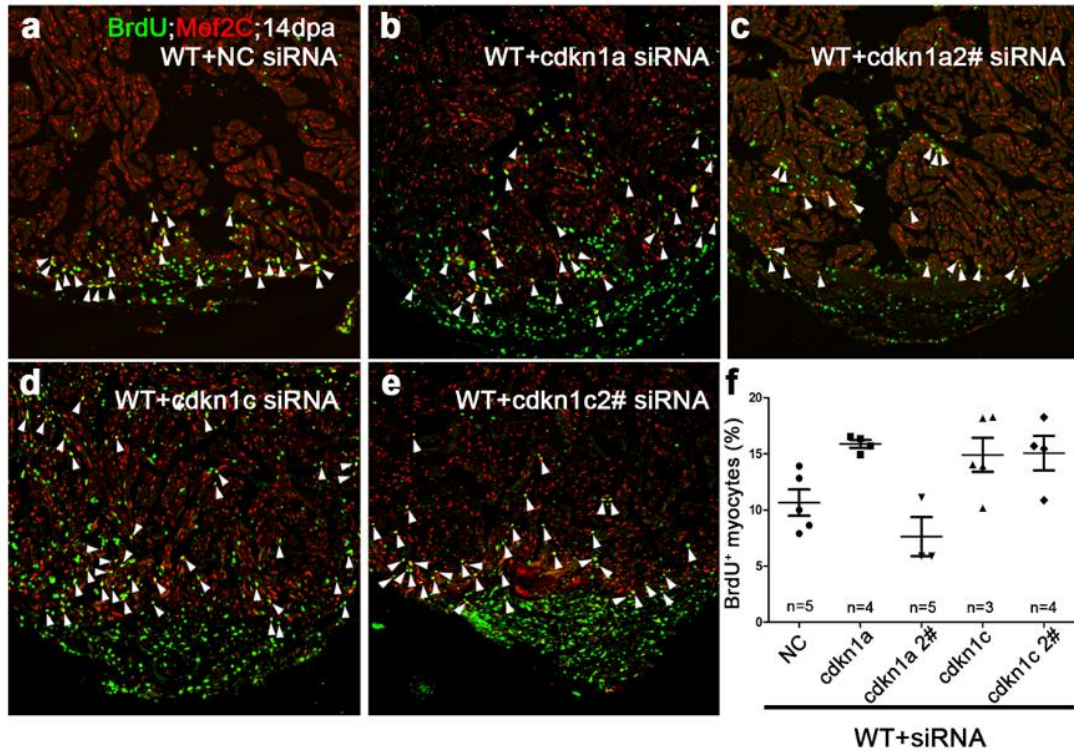

**Supplementary Figure 16. Knockdown of CDK inhibitors in wild-type hearts had minimal effects on myocardial proliferation.** BrdU<sup>+</sup>/Mef2C<sup>+</sup> proliferating cardiomyocytes (white arrowheads) were comparable among negative control (NC) siRNA (a), *cdkn1a* siRNA (b), *cdkn1a* 2# siRNA (c), *cdkn1c* siRNA (d), or *cdkn1c* 2# siRNA-treated (e) wild-type hearts at 14 dpa, consistent with low-level of *cdkn1a* and *cdkn1c* in wild-type injured hearts. (f) Statistics of panels a-e. The number (n) of hearts analyzed in each group is indicated in each group. Scale bar, 100μm.

# Supplementary Table 1. PCR primer sequences

**Supplementary Table 2. siRNA sequences**

|                | Sense (5'-3')         | Antisense (5'-3')      |
|----------------|-----------------------|------------------------|
| cdkn1a siRNA   | UCGACUUUGCGUCUGAGAATT | UUCUCAGACGCAAAGUCGATT  |
| cdkn1a #2siRNA | CCUACGUUCACUCGGUAAUTT | AUUACCGAGUGAACGUAGGTT  |
| cdkn1c siRNA   | GCGACGUCUGUUAACGCAATT | UUGCGUUAACAGACGUCGCTT  |
| cdkn1c #2siRNA | GCAGUGUUACAAUGUCUAATT | UUAGACAUUGUAAACACUGCTT |
| dnmt3ab siRNA  | GCCAACCUACAAUAAGCAATT | UUGCUUAUUGUAGGUUGGCTT  |

How the deposited data were processed for this re-analysis (not part of the article)

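Gene expression was measured by RNA-seq in 4 samples of zebrafish hearts at 14 d.p.a., 2 from Tg(hsp70:dn-xBrg1) fish and 2 from wild-type siblings, after heat shock at 37 °C for 30 min daily from 5 to 14 d.p.a. Genotype and replicate number were taken from the sample labels and the Fig. 4a legend, and the heat-shock conditions from the paper's methods. The authors removed low-quality reads and adapters, mapped the reads to the zebrafish transcriptome (danRer7, Zv9) with Tophat and calculated expression per gene and sample with Cufflinks. The deposited values are Cufflinks FPKM values and the bounds of their 95% confidence intervals, which describe the uncertainty within a sample and not between replicates. The versions, options and annotation release of these tools are not given. FPKM values are already divided by gene length and by the fragments mapped in the sample, so a gene that takes up a large share of the fragments lowers the FPKM of the others. The Cuffdiff comparison made by the authors needs the aligned reads and was not repeated.

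Each sample holds 15182 gene rows. The 14560 symbols found in all samples were kept, and rows of the same symbol were summed (505 symbols had more than 1 locus). For a summed symbol the interval bounds are the sums of the bounds of its loci. The number of fragments behind a value, n, was computed from the confidence interval as the square of 2 × FPKM divided by the distance from the FPKM to the upper bound. It fell within 0.02 of a whole number in 71.7% to 75.2% of the rows with at most 30 fragments. The sums were 4973420 and 3302045 fragments in sibling samples 1 and 2 and 3680048 and 2081307 in transgenic samples 1 and 2. The ratio of n to FPKM, scaled by depth, gave an index of effective transcript length for 10556 genes with 1 locus and at least 3 fragments in at least 1 sample. Its median SD between samples was 0.015 on the log2 scale. The smallest FPKM a sample could show was taken as the value of 3 fragments.

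Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(FPKM + 1), over 9456 genes with an FPKM of at least 1 in at least 2 of the 4 samples, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. A count of genes beyond 2-fold used the ratio of group means of FPKM, with and without the requirement that the replicates of the groups do not overlap. Shares of listed genes have Wilson 95% confidence intervals, which treat the genes as independent and do not measure the spread between samples. For 10 sets of 166 marker genes in all, written before the processed files arrived, limma's camera was run with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the sets. The limma and camera script was tested on simulated data with 200 genes changed by 2 on the log2 scale and an SD of 0.3. It called 93% of the changed genes, and 0.5% of the genes it called had not been changed. The log2 SD between the real replicates was larger, 0.461 in the siblings and 0.466 in the transgenic hearts. These rates therefore do not carry over to the real samples, where fewer changes of that size may be called. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

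The genes named in the text were set by a rule fixed before the processed files arrived. They are every gene named in Fig. 4a to 4c, in Supplementary Fig. 13 and in the sentence on DNA methyltransferases, the RT–PCR reference gapdh, and the 5 largest increases and 5 largest decreases among genes past the limma threshold with no overlap of replicates, or among all genes with no overlap where fewer than 5 passed. Only 1 gene that was lower passed, so the decreases follow the second form of the rule. The paper's brg1 was read as smarca4a and vimentin as vim. The files hold no rows named meis1a, meis1b, baf60c or baf180. The row named meis1 was added to the named genes after the files arrived.

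The alternatives tried were a pseudocount of 0.1, no filter on low values, an FPKM of at least 5, quantile normalization, median-ratio scaling, the replicate number as a block, the block with a loess correction for transcript length (span 0.3, length known for 96.6% of the tested genes), eBayes without trend, the highest row of each symbol in place of the sum, leaving out each sample, a ratio of mean FPKM + 1 and a threshold of 1.5-fold. The length correction without the block, and the alternatives for the marker sets, were added after the files arrived. GC content was not examined, since no genome sequence was at hand. The RT–PCR, RNAscope, bisulfite, ChIP and imaging experiments have no files among those analysed here and were left out.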

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

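The paper does not report on groups of marker genes in its RNA-seq. Of 10 sets of marker genes written before the processed files arrived, 9 differed between transgenic and sibling hearts at a camera adjusted p below 0.05. Each set was then looked at in the 2 pairs of samples with the same replicate number, after quantile normalization, and with the replicate block and a correction for transcript length. The prediction for the pairs was written before the values were seen, and those for quantile normalization and length after. Of the 3 ways to split the 4 samples into 2 and 2, only 1, the real one, gave as many sets (9, against 4 for the split by replicate number and 5 for the remaining split). With 3 splits the share cannot fall below 0.33. The count of sets therefore cannot separate a genotype difference from one that arises between any 2 pairs of samples. Of the sets that were higher, 2 rose by a similar size in both pairs. The heat shock genes rose by a median of 1.803 in pair 1 and 1.992 in pair 2. In 13 of the 15, both transgenic samples lay above both siblings. For the endoplasmic reticulum stress genes the medians were 1.08 and 0.896, and 13 of 14 lay above in the same way. Some other sets had similar counts without overlap, with 7 of 8 erythrocyte genes and 19 of 22 oxidative phosphorylation genes. The leukocyte genes had fewer, 6 of 12. Genes of a set can move together, so these counts do not settle the question, which stays open for all sets. Since the other splits also gave 4 and 5 sets, camera's p-values, which assume a small correlation between the genes of a set, are not read as error rates here. GC content and a mislabelled sample could not be examined, and no pattern below is called biological.

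The heat shock response genes were higher in transgenic hearts, with a median log2 fold change of 1.959 over 15 genes, 13 of them higher (adjusted p = 3.03e-10). The median was 1.803 in the pair with the smaller change, 1.939 after quantile normalization and 1.783 with the block and the length correction. Reads from the hsp70 promoter of the transgene may add to genes named hsp70. Without those the median of the other 13 genes was 1.909, against a prediction of below 0.5 made before that value was seen. A median over 15 genes can hardly fall that far when so few are left out, so this was a weak test. The value shows only that the rise was not confined to the genes named hsp70, since 11 of the other 13 were higher. Siblings had the same heat shocks, so a stronger or later response in the transgenic hearts remains a candidate explanation, and so does a different interval between the last heat shock and collection of the hearts, which the files cannot show.

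The endoplasmic reticulum stress genes were higher by a median of 1.036 (13 of 14 genes, adjusted p = 3.34e-09). The median was 0.896 in the pair with the smaller change, 0.876 after quantile normalization and 0.895 with the block and the length correction, so none of these 3 explanations accounts for it. A stress response shared with the heat shock genes is a hypothesis that was not tested separately.

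Of the 4 sets for other cell types, 3 were higher in transgenic hearts, mostly in pair 1. The endothelium and endocardium genes, the set of the 10 that did not differ, had a median of 0.071 (6 of 8 genes higher, camera adjusted p = 0.999), with 0.302 in pair 1, 0.024 in pair 2, −0.12 after quantile normalization and −0.165 with the block and the length correction. The epicardium and fibroblast genes were higher by a median of 1.157 (12 of 12 genes, adjusted p = 5.39e-06), with 0.362 in pair 2, 0.986 after quantile normalization and 1.024 with the block and the length correction. The erythrocyte genes were higher by 1.017 (8 of 8 genes, adjusted p = 0.000102), with 0.418 in pair 2, 1.026 after quantile normalization and 1.048 with the block and the length correction. The leukocyte genes were higher by 0.960 (11 of 12 genes, adjusted p = 0.000449), with 0.775 after quantile normalization and 0.748 with the block and the length correction, but with 0.128 in pair 2, so this pattern may rest on transgenic sample 1 and its sibling. The epicardium and fibroblast genes rose unevenly, by 3.237 in fn1a but by 0.299 in tcf21 and 0.588 in tbx18. In tcf21 and tbx18 the groups overlapped, and in 8 of the 12 genes they did not. From immunostaining and a reporter, the paper reports similar Raldh2 and tcf21:DsRed signals in both genotypes. Different shares of the cell types of these sets, or of blood left in the hearts, are candidate sources that 4 samples of whole tissue cannot separate.

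The proliferation genes were higher in transgenic hearts by a median of 0.916 (17 of 19 genes, adjusted p = 7.05e-05), while the paper reports fewer proliferating cardiomyocytes in these hearts. The median was 0.350 in pair 2, 0.696 after quantile normalization and 0.724 with the block and the length correction. RNA of the whole heart does not show which cells express these genes, and cells other than cardiomyocytes may be the source. That was not tested.

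The oxidative phosphorylation genes were lower by a median of −0.645 (22 of 22 genes, camera adjusted p = 3.77e-11). The cardiomyocyte sarcomere genes were lower by −0.509 (8 of 10 genes, camera adjusted p = 0.00097). The sarcomere set also holds nppa, a myocardial marker in the paper and not a sarcomere gene, which was higher by 0.896. The other gene of the set that was higher was vmhc, by 0.648. For the oxidative phosphorylation genes the median was −0.209 in pair 2, −0.517 after quantile normalization and −0.687 with the block and the length correction, so much of the change came from pair 1. For the sarcomere genes the median was −0.469 in the pair with the smaller change, −0.337 after quantile normalization (adjusted p = 0.159) and −0.639 with the block and the length correction. The sarcomere median of −0.509 lies within 0.25 of the oxidative phosphorylation median, but that criterion was set after both medians were known, so it is no test of a smaller share of cardiomyocyte RNA. The sets also did not move together across the pairs, with −0.622 and −0.469 for the sarcomere genes and −1.06 and −0.209 for the oxidative phosphorylation genes in pairs 1 and 2.

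The cytosolic ribosomal protein genes were lower by a median of −0.185 (27 of 28 genes, adjusted p = 0.000449). The median was −0.186 in the pair with the smaller change, 0.060 after quantile normalization (adjusted p = 0.615) and −0.140 with the block and the length correction. A change this small may come from the normalization between samples alone.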

How the results depend on the processing

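The alternatives named for each result were set before the processed files arrived, except the length correction without the block and the settings for the marker sets, which were chosen after seeing the data. The count of marker sets stayed within 1.5 times its main value of 9 in every setting (from 6 to 9 with a sample left out). The cdkn1a log2 fold change stayed positive in every setting. The list percentages left their confidence intervals only where a sample was left out. Those intervals do not measure the spread between samples.

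Of the limma counts, 15 genes higher and 1 lower, the higher genes came to 6 with a pseudocount of 0.1, 7 without trend, 64 with the replicate block and 13 with the replicate block and length correction. Without the filter on low values limma called 0 genes higher and 0 lower. With quantile normalization 1 was higher and 0 lower, and with the length correction but no block, a setting chosen after seeing the data, 2 were higher and 0 lower. Low genes add noise to the estimate of the spread, which could explain the loss without the filter, and quantile normalization gives all samples the same distribution of values, which removes shifts shared by many genes. The 4 fits that each left out one sample called from 56 to 329 genes higher and from 2 to 29 lower. These counts could be higher because a group of 1 sample adds no spread of its own, while transgenic samples 1 and 2 differ in the size of their changes.

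The counts beyond 2-fold, 1182 higher and 230 lower, became 2414 and 919 without the filter, 623 and 125 with an FPKM of at least 5, 769 and 145 with a ratio of mean FPKM + 1, and 2323 and 846 at 1.5-fold. The genes lower by more than 2-fold rose to 371 with median-ratio scaling and 487 with quantile normalization. With no overlap of replicates, 1038 genes were higher and 189 lower. These became 562 and 110 with an FPKM of at least 5, 686 and 122 with a ratio of mean FPKM + 1, and 1830 and 671 at 1.5-fold. The genes higher fell to 679 with quantile normalization, and the genes lower rose to 390 without the filter, 321 with median-ratio scaling and 421 with quantile normalization. Both ways of scaling could move genes from higher to lower because sibling sample 1 has the lowest median ratio. Leaving out one sample gave from 900 to 1951 genes higher and from 276 to 441 lower by more than 2-fold, and from 900 to 1899 and from 276 to 421 with no overlap.

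The share of Supplementary Data 1 genes that were higher ranged from 92.6% to 99.9%, and that of Supplementary Data 2 genes from 0.6% to 9.7%, across the 4 fits that each left out one sample. The cdkn1a log2 fold change ranged from 0.922 to 2.569 across these fits and passed the limma threshold only without transgenic sample 2.

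Among the other named genes, 11 of 401 values under an alternative changed sign. Without transgenic sample 1 these were cdkn1c, tgfb3, eif2ak2 and meis1, without sibling sample 1 meis2a and tgfb3, and without sibling sample 2 cdkn1c (0.004). Across the 4 fits that each left out one sample, the log2 fold changes ranged from −0.858 to 0.202 for cdkn1c, −1.044 to 0.179 for meis2a, −0.520 to 0.337 for tgfb3, −0.064 to 2.139 for eif2ak2 and −0.441 to 0.022 for meis1. With the highest row of each symbol meis2a was 0.110. smarca4a was −0.013 with quantile normalization and −0.048 with the length correction, with or without the block. Of the rest, 20 fell short of the limma threshold that the main fit passed and 16 passed a threshold that the main fit did not, 14 of these when a sample was left out. The replicate block was not run for the counts by fold or the list percentages, since these come from no test. The depth limits the low genes most. 3 fragments correspond to an FPKM of 0.162 to 0.370 for meis2b, so the 0.342 of transgenic sample 1 lay above the limit of both siblings but below that of transgenic sample 2. Neither meis2b nor meis3 passed the filter for limma.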

Differences from the paper's values

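The paper's text gives 1204 upregulated and 1092 downregulated genes. limma called 15 genes higher and 1 lower, and none of the alternatives set before the files arrived came within 1.5 times of the paper's counts. The paper describes its selection of genes with a 2-fold difference after these counts. Of the listed genes tested, 861 of 1184 in Supplementary Data 1 and 160 of 1086 in Supplementary Data 2 exceeded 2-fold. Counts beyond 2-fold are therefore another quantity than the paper's counts, and the distances below are not read as disagreement or match. By the ratio of group means, 230 genes were lower by more than 2-fold, beside the paper's 1092. Of the alternatives set before the files arrived, no filter on low values (919 genes) and a threshold of 1.5-fold (846 genes) brought the count within 1.5 times of the paper's, and the others did not. With no overlap of replicates, 189 genes were lower by more than 2-fold, and no alternative came within 1.5 times of the paper's 1092. The genes higher by more than 2-fold, 1182, and those with no overlap of replicates, 1038, were within 1.5 times of the paper's 1204.

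The paper's Supplementary Data 1 is titled as genes that are down, and holds 1204 names. In the files, 0 of its genes that passed the filter had a lower mean in transgenic hearts, and 1184 had a higher one. The paper's Supplementary Data 2 is titled as genes that are up, and holds 1092 names, of which 0 had a higher mean and 1086 a lower one. No alternative closed these gaps. The paper's text pairs the numbers with the opposite directions.

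The RT–PCR of Fig. 4b shows cdkn1c, meis2a and tgfb3 higher in transgenic hearts, while their RNA-seq log2 fold changes were −0.328, −0.432 and −0.092, none past the limma threshold. Fig. 4b shows cdkn1bb higher, and its FPKM was 0 in all samples, which does not show whether it was unexpressed. The figure shows meis3 lower, although its legend counts the meis genes as upregulated. The mean FPKM of meis3 was 0.333 in transgenic and 0.146 in sibling hearts, from at most 7.0 fragments. The Fig. 4b legend counts tgfb2 among the genes that were higher, and its log2 fold change was −0.596 (limma adjusted p = 0.535). In Fig. 4a eif2ak2 stands among genes higher in transgenic hearts, and its FPKM was 8.48 in transgenic sample 1 and 1.06 in transgenic sample 2, against 1.08 and 1.23 in the siblings.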

Other observations

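The gene gapdh, to which the paper's RT–PCR values are normalized, was lower in transgenic hearts, at 9932 and 13542 FPKM against 31948 and 19652 in the siblings, a log2 fold change of −1.111 (standard error 0.404, limma adjusted p = 0.343). It is among the names of Supplementary Data 2. The samples did not overlap, but the difference did not pass the threshold. After median-ratio scaling it was −1.256, against a prediction, written before the values were seen, of within 0.25 of 0 if the overall scaling of the libraries were the cause. After quantile normalization it was −0.512, so the size of the difference depends on the normalization. Quantile normalization gives all samples the same distribution of values, which can shrink differences among the highest genes. The smaller value therefore cannot tell whether a part of the difference comes from scaling. Reads shared with gapdhs would leave the sum of both genes unchanged, but the log2 ratio of the sums was −1.031, a test written after the values were seen. If the same holds in the RNA used for RT–PCR, normalization to gapdh may raise the fold changes of all genes there, cdkn1c included. The RT–PCR data were not analysed here, and this hypothesis was not tested.

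The directions of Supplementary Data 1 and 2 were tested with a prediction made before the values were seen, that nearly all genes of the list titled down would be higher if the titles had been exchanged. 100.0% of the Supplementary Data 1 genes and 0% of the Supplementary Data 2 genes were higher in transgenic hearts, which is consistent with the titles of the 2 lists exchanged. The lists also followed pair 1 more closely than pair 2. The median log2 ratio of the Supplementary Data 1 genes was 1.482 in pair 1 and 0.675 in pair 2, and that of the Supplementary Data 2 genes −0.782 and −0.409. Over all 9456 genes, the SD of the log2 ratios was 0.838 in pair 1 and 0.676 in pair 2, and the ratios of the 2 pairs correlated across genes, which are not independent, with a Spearman rank correlation of 0.293.

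The number of genes beyond 2-fold, 1412 in both directions, was the largest of the 3 splits of the 4 samples. The split by replicate number gave 803 genes and the remaining split 817, so 1 of the 3 splits gave as many, a share that cannot fall below 0.33. For limma the real split gave 16 genes and the other splits 0, again 1 of 3. The 803 genes of the split by replicate number are fewer than the real split gave. Each number holds 1 sibling and 1 transgenic sample, so a difference between the numbers is balanced over genotype. The comparison therefore cannot exclude a batch that follows genotype. A difference in depth would remove most of the genes at higher FPKM, but 11.9% of genes with an FPKM of at least 5 were beyond 2-fold, against 14.9% of all genes tested. These predictions were made before the values were seen.

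The log2 fold change rose with transcript length, with a Spearman rank correlation of 0.156 across 9138 genes with a length. For the log2 ratios of the pairs, the correlation was 0.18 in pair 1 and 0.058 in pair 2. The median log2 fold change was 0.003 in the shortest and 0.211 in the longest group when the genes were cut into 4 equal groups by length. The ribosomal protein genes, which are short, were lower by a median of −0.185, less than the −0.645 of the oxidative phosphorylation genes. The prediction, made before the values were seen, was therefore met in part, and a length bias between libraries cannot be told apart from a change in longer genes.

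Some genes the paper measured by RT–PCR have values in the RNA-seq that belong at no claim, because the claim is about RT–PCR. smarca4a, the paper's brg1, was at 9.70 ± 1.55 FPKM in transgenic and 8.28 ± 0.12 in sibling hearts (SD, n = 2 each), a log2 fold change of 0.198 (standard error 0.309, limma adjusted p = 0.855). dnmt3ab was at 0.90 ± 0.68 FPKM in transgenic and 2.03 ± 0.35 in sibling hearts (SD, n = 2 each), a log2 fold change of −0.717 (standard error 0.388, limma adjusted p = 0.513), and rested on 4.0 fragments in transgenic sample 2. dnmt1 and dnmt3aa were at 2.05 ± 0.43 and 3.35 ± 0.57 FPKM in sibling hearts (SD, n = 2 each). vim had a log2 fold change of 0.541 (limma adjusted p = 0.563), with no overlap of replicates.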
